# Deletion of *Abi3* gene locus exacerbates neuropathological features of Alzheimer’s disease in a mouse model of Aβ amyloidosis

**DOI:** 10.1126/sciadv.abe3954

**Published:** 2021-11-03

**Authors:** Hande Karahan, Daniel C. Smith, Byungwook Kim, Luke C. Dabin, Md Mamun Al-Amin, H. R. Sagara Wijeratne, Taylor Pennington, Gonzalo Viana di Prisco, Brianne McCord, Peter Bor-chian Lin, Yuxin Li, Junmin Peng, Adrian L. Oblak, Shaoyou Chu, Brady K. Atwood, Jungsu Kim

## Abstract

Recently, large-scale human genetics studies identified a rare coding variant in the *ABI3* gene that is associated with an increased risk of Alzheimer’s disease (AD). However, pathways by which ABI3 contributes to the pathogenesis of AD are unknown. To address this question, we determined whether loss of ABI3 function affects pathological features of AD in the 5XFAD mouse model. We demonstrate that the deletion of *Abi3* locus significantly increases amyloid β (Aβ) accumulation and decreases microglia clustering around the plaques. Furthermore, long-term potentiation is impaired in *5XFAD;Abi3* knockout (“*Abi3^−/−^*”) mice. Moreover, we identified marked changes in the proportion of microglia subpopulations in *Abi3^−/−^* mice using a single-cell RNA sequencing approach. Mechanistic studies demonstrate that *Abi3* knockdown in microglia impairs migration and phagocytosis. Together, our study provides the first in vivo functional evidence that loss of ABI3 function may increase the risk of developing AD by affecting Aβ accumulation and neuroinflammation.

## INTRODUCTION

Alzheimer’s disease (AD) is the most common cause of dementia. It is pathologically characterized by abnormal accumulation of amyloid β (Aβ) as amyloid plaques, hyperphosphorylated tau in the form of neurofibrillary tangles, and neuroinflammation in the brain (*1*). Mounting evidence suggests that neuroinflammation in AD is not simply a response to neurodegeneration but plays a crucial role in disease pathogenesis (*2*, *3*). Genome-wide association studies (GWASs) of AD have identified many risk genes that are highly or selectively expressed in microglia, the predominant immune cells of the brain (*4*). A number of studies have supported the importance of microglia in homeostatic and pathological conditions, including AD (*5*, *6*). Specifically, microglia can promote clearance of Aβ through phagocytosis and regulate brain immunity by secreting inflammatory cytokines in AD (*7*). Because there have been numerous studies demonstrating both protective and detrimental effects of microglia in AD, how microglial AD risk genes regulate the function of these cells remains elusive. To this end, determining the functional consequences of these microglia genetic risk factors in AD can provide a valuable insight into the pathobiology of the disease. Moreover, these findings can lead to identification of new drug targets for AD.

Recently, a large-scale human genetics study identified a rare coding variant in Abelson interactor family member 3 (*ABI3*) gene (rs616338, S209P, *P* = 4.56 × 10^−10^, odss ratio = 1.43), and this variant was associated with increased risk of late-onset AD (LOAD) (*8*). Subsequently, this association was replicated by independent groups (*9*, *10*). However, whether this variant in the *ABI3* gene causes gain- or loss-of-function has not been known yet. Similar to newly identified other AD risk variants (e.g., *TREM2*, *SPI1*, and *MS4A6A*), *ABI3* is highly expressed in microglia (*8*, *9*, *11*). ABI3 has been identified as a component of WASP-family verprolin homologous protein (WAVE) regulatory complex in several cancer cells (*12*, *13*). This complex regulates actin cytoskeleton organization and participates in cytokinesis, migration, endocytosis, and phagocytosis (*14*, *15*). Although the molecular and functional characteristics of ABI3 have been studied in a few cancer cell culture models (*16*, *17*), its physiological role in the brain, especially in microglia, and the mechanisms by which ABI3 contributes to the etiology of AD are unknown.

To fill this critical knowledge gap, we investigated the role of *Abi3* in the pathological features of AD, such as Aβ accumulation, gliosis, and synaptic dysfunctions, using the 5XFAD mouse model. We found that deletion of *Abi3* locus significantly increased Aβ levels and amyloid plaques and decreased microglia clustering around the plaques. Transcriptomic and gene enrichment analyses identified immune response as the top biological pathway that is dysregulated by deletion of the *Abi3* gene locus. Using a single-cell RNA sequencing (scRNA-seq) approach, we found a marked shift in the proportion of certain microglia subpopulations in *Abi3* knockout (*Abi3^−/−^*) mice. In addition, we demonstrated that cytokine levels were altered and synaptic dysfunction was exacerbated in the brains of *Abi3^−/−^* mice. Furthermore, in vitro mechanistic analyses revealed that knockdown of *Abi3* gene impairs migration and phagocytosis of microglia. Our data suggest that *Abi3* may affect the pathogenesis of AD by regulating microglia function and Aβ pathology.

## RESULTS

### Expression pattern of ABI3 in human LOAD brains

The level of *ABI3* mRNA was assessed in human brain cortices from patients with LOAD and control groups (*8*). *ABI3* expression was enriched in microglia and was higher in LOAD human cortex compared to controls. However, after correcting for the difference in cell-type composition between brain samples, the increase in the *ABI3* mRNA level was not statistically significant, indicating microgliosis-dependent increase in *ABI3* level in AD brain (*8*). It is still unknown whether these transcriptomic changes are reflected in the protein levels. Therefore, we analyzed the level of ABI3 protein in the human proteomics dataset from parahippocampal cortices of patients with AD in the Mount Sinai Brain Bank study (table S1) (*18*). The level of ABI3 protein was significantly increased in brains of patients with AD compared to cognitively normal samples (fig. S1A). However, similar to transcriptomic analysis, there was no statistically significant difference between the groups after normalizing the data based on the difference in the proportion of different cell types in the brains (fig. S1B). Because *ABI3* is highly expressed in microglia, it is likely that the increase in the ABI3 protein level before normalization was due to the increased number of microglia, one of the characteristic features of AD. Based on these expression association studies, it is not possible to predict whether an increase in gene expression is a detrimental or compensatory beneficial mechanism. For example, another microglial AD risk gene, *TREM2*, was found to be up-regulated in brains of patients with AD (*19*). Functional studies demonstrated that deletion of *Trem2* altered amyloid pathology in opposite directions depending on the stage of the disease (*20*–*23*), but overexpression of *TREM2* reduced the pathology in transgenic mouse models of amyloidosis (*24*).

### Soluble and insoluble Aβ levels are increased in *Abi3^−/−^* mice

To investigate the role of *Abi3* in pathological features of AD, we bred *Abi3* knockout mice with 5XFAD mice, a transgenic mouse model of Aβ amyloidosis. We generated 5XFAD mice expressing two copies of *Abi3* (*5XFAD;Abi3^+/+^*, referred to as *Abi3^+/+^*), one copy of *Abi3* (*5XFAD;Abi3^+/−^*, referred to as *Abi3^+/−^*), and no expression of *Abi3* (*5XFAD;Abi3^−/−^*, referred to as *Abi3^−/−^*). Using an SD of 400, an effect size of 40% for insoluble Aβ42 levels, a power of 0.8, and *P* < 0.05, we aimed to generate at least 12 mice per sex for each genotype. Because there is no good commercially available ABI3 antibody that can detect endogenously expressed ABI3 protein, we confirmed the deletion of *Abi3* gene in the brains of these mice by quantitative polymerase chain reaction (qPCR) (fig. S2, A and B). To determine the effect of *Abi3* gene dosage on Aβ accumulation, we measured the levels of soluble and insoluble Aβ40 and Aβ42 in the brains of 8-month-old *Abi3^+/+^*, *Abi3^+/−^*, and *Abi3^−/−^* mice using Aβ electrochemiluminescence assay. Because 5XFAD mice are known to have a sex-dependent difference in the extent of amyloid accumulation (*25*), we designed our study to consider sex difference, analyzing the results separately between male and female mice. Loss of *Abi3* expression markedly increased the levels of insoluble, guanidine-extracted, Aβ40 and Aβ42 in the cortical regions of 8-month-old male 5XFAD mice in a gene dose–dependent manner (Fig. 1, A and B). Insoluble Aβ40 levels were increased by 1.9- and 2.7-fold in male *Abi3^+/−^* and *Abi3^−/−^* mouse cortices compared to *Abi3^+/+^* mice, respectively (Fig. 1A). Similarly, Aβ42 levels were increased by 1.7- and 2.3-fold in *Abi3^+/−^* and *Abi3^−/−^* mice compared to *Abi3^+/+^* mice, respectively (Fig. 1B). In addition to insoluble Aβ levels, soluble Aβ40 levels were increased by 1.4- and 2.1-fold and soluble Aβ42 levels were increased by 1.4- and 1.6-fold in male *Abi3^+/−^* and *Abi3^−/−^* mouse cortices compared to *Abi3^+/+^* mice, respectively (Fig. 1, C and D). In the female groups, the levels of insoluble Aβ40 and Aβ42 were also increased in the cortices of *Abi3^−/−^* mice by 2.2- and 1.5-fold compared to *Abi3^+/+^* mice, respectively (Fig. 1, E and F). Furthermore, soluble Aβ40 and Aβ42 levels were increased by 1.8- and 1.6-fold in female *Abi3^−/−^* mouse cortices compared to *Abi3^+/+^* mice, respectively (Fig. 1, G and H).

**Fig. 1.**
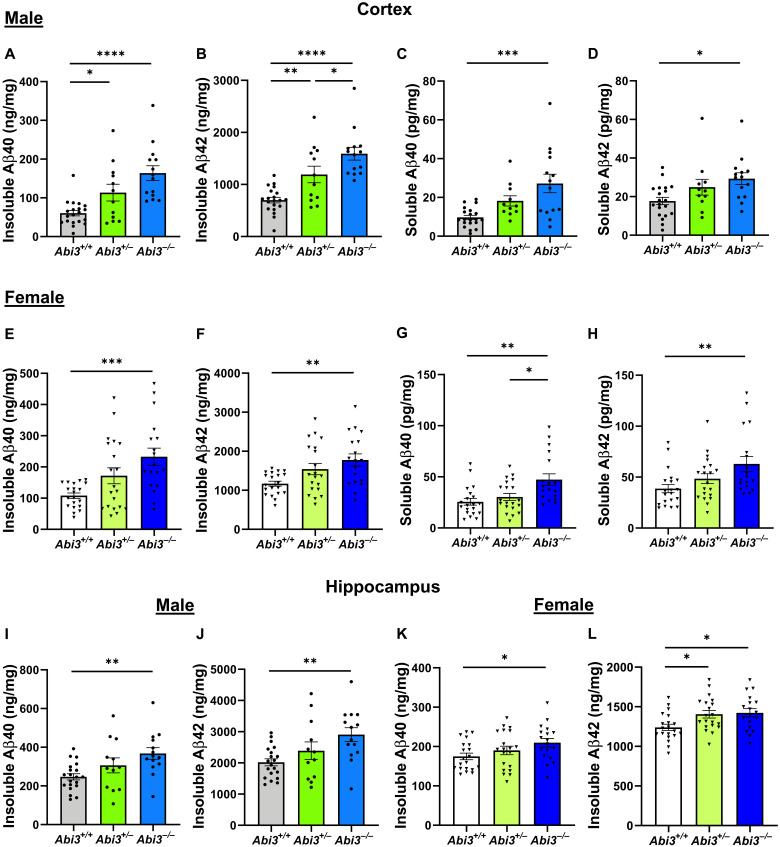
Aβ accumulation increases in the cortex and hippocampus of male and female *Abi3^−/−^* mice. Insoluble Aβ40 and Aβ42 levels were measured in the guanidine fraction (**A** and **B**) and soluble Aβ40 and Aβ42 levels were measured in the phosphate-buffered saline (PBS) fraction (**C** and **D**) of 5XFAD mouse cortices using Meso Scale Discovery (MSD) electrochemiluminescence assay. Insoluble Aβ40 (A) and Aβ42 (B) levels were increased in the cortices of 8-month-old male *Abi3^+/−^* and *Abi3^−/−^* mice compared to *Abi3^+/+^* mice. Soluble Aβ40 (C) and Aβ42 (D) levels were increased in the cortices of 8-month-old male *Abi3^−/−^* mice compared to *Abi3^+/+^* mice. Insoluble Aβ40 (**E**) and Aβ42 (**F**) levels were increased in the cortices of 8-month-old female *Abi3^−/−^* mice compared to *Abi3^+/+^* mice. Soluble Aβ40 (**G**) and Aβ42 (**H**) levels were increased in the cortices of 8-month-old female *Abi3^−/−^* mice compared to *Abi3^+/+^* mice. (**I** to **L**) Insoluble Aβ40 and Aβ42 levels were measured in the hippocampus. Male *Abi3^−/−^* mice accumulated higher levels of (I) Aβ40 and (J) Aβ42. Similarly, female *Abi3^−/−^* mice had higher levels of (K) Aβ40 and (L) Aβ42 (*Abi3^+/+^*, *n* = 20 male and 20 female; *Abi3^+/−^*, *n* = 12 male and 20 female; *Abi3^−/−^*, *n* = 14 male and 18 female). Data represent means ± SEM. One-way analysis of variance (ANOVA) and Tukey’s multiple comparisons test; *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. See also fig. S3.

We also determined the levels of insoluble Aβ40 and Aβ42 in the hippocampus using the same Aβ electrochemiluminescence method. Both Aβ40 and Aβ42 levels were increased in the hippocampi of male *Abi3^−/−^* mice by 1.5- and 1.4-fold compared to *Abi3^+/+^* mice, respectively (Fig. 1, I and J). Similarly, female *Abi3^−/−^* mice had 1.2-fold higher Aβ40 and Aβ42 levels in the hippocampus (Fig. 1, K and L). Moreover, there was a strong correlation between insoluble Aβ40 and Aβ42 levels in the cortices and hippocampi of these mice (fig. S3, A to D), validating the rigor of our biochemical assays.

### Increase of amyloid plaque load in *Abi3^−/−^* mice

We further assessed amyloid plaque deposition by immunostaining the brain sections with anti-Aβ 82E1 antibody, which detects both diffuse and fibrillar Aβ (*26*) (Fig. 2A). Consistent with Aβ electrochemiluminescence assay results (Fig. 1), the extent of amyloid plaque accumulation was significantly increased in the cortices of male *Abi3^+/−^* and *Abi3^−/−^* mice (Fig. 2, B and C). Deletion of *Abi3* locus exacerbated Aβ accumulation also in female 5XFAD mouse cortices (Fig. 2, D and E). To characterize the nature of aggregates in the plaques, we stained the brain sections with X34 dye that detects only fibrillar amyloid deposits (Fig. 2F). We detected a significant increase in fibrillar amyloid plaque load in the cortices of male (Fig. 2, G and H) and female *Abi3^+/−^* and *Abi3^−/−^* mice (Fig. 2, I and J). Together, these data demonstrate that deletion of *Abi3* locus aggravates Aβ aggregation in a mouse model of Aβ amyloidosis.

**Fig. 2.**
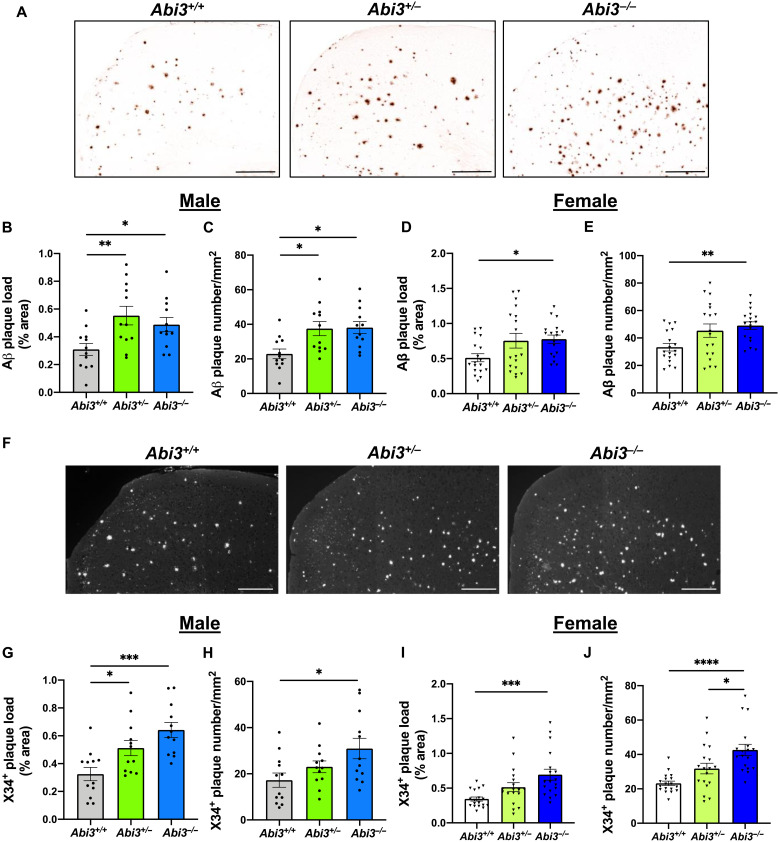
Deletion of *Abi3* gene locus increases amyloid plaques in 5XFAD mouse cortices. (**A**) Representative images showing coronal brain sections from 8-month-old *Abi3^+/+^*, *Abi3^+/−^*, and *Abi3^−/−^* mice stained with Aβ-specific 82E1 antibody. Scale bars, 300 μm. (**B**) Quantification of 82E1-positive Aβ plaque area and (**C**) the number of Aβ plaques in the cortices of male mice (*n* = 12 mice per genotype). (**D**) Quantification of 82E1-positive Aβ plaque area and (**E**) the number of Aβ plaques in the cortices of female mice (*n* = 18 mice per genotype). (**F**) Representative images of brain sections from 8-month-old *Abi3^+/+^*, *Abi3^+/−^*, and *Abi3^−/−^* mice stained with X34 dye that detects fibrillar plaques. Scale bars, 200 μm. The images are converted to grayscale, and white dots represent X34^+^ plaques. (**G**) Quantification of X34^+^ fibrillar plaque area and (**H**) the number of the plaques in male mouse cortices (*n* = 12 mice per genotype). (**I**) Quantification of X34^+^ fibrillar plaque area and (**J**) the number of the plaques in female mouse cortices (*n* = 18 mice per genotype). Data represent means ± SEM. One-way ANOVA and Tukey’s multiple comparisons test; *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

To further understand the molecular mechanisms by which the deletion of *Abi3* locus increases amyloid accumulation, we assessed the levels of proteins involved in Aβ synthesis and degradation (fig. S4). Unexpectedly, we detected an increase in amyloid precursor protein (APP) and the β-C-terminal fragment (β-CTF) of APP by 1.7- and 2.5-fold in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice, respectively (fig. S4, A to C). There was no change in the levels of β-secretase 1 (BACE-1), the enzyme that cleaves APP and generates β-CTF, between the groups (fig. S4D). To determine whether deletion of *Abi3* locus impairs Aβ degradation, thereby increasing the levels of Aβ, we assessed the levels of Aβ-degrading enzymes. The levels of insulin degrading enzyme (IDE) and neprilysin (NEP), two major Aβ-degrading enzymes, did not differ between the genotypes (fig. S4, E to G).

The increase in APP level can be the underlying mechanism of Aβ increase in *Abi3^−/−^* mice. However, these data were obtained from brains of 8-month-old 5XFAD mice when there was already a significant amount of Aβ load and accompanying pathologies. Because of the advanced pathologies at this old age, it is not easy to determine whether the increase in APP level could be the initial trigger of the increase in amyloid level or simply a response to the worsened pathology. To determine whether the increase in APP level can be the initial driver of the increased Aβ levels in *Abi3^−/−^* mice, it will be ideal to use younger mice with less amyloid level. To address this critical question, we generated a younger cohort of mice. We measured the levels of APP at an earlier age (4.5 months old) when the Aβ pathology was much less compared to 8 months of age (fig. S5A). Unlike the 8-month-old group, there was no significant difference in APP levels between the genotypes in the young cohort (fig. S5B). We further assessed the levels of other proteins involved in Aβ production and degradation in the young cohort. Similarly, there was no difference in BACE-1, β-CTF, IDE, and NEP protein levels between *Abi3^+/+^* and *Abi3^−/−^* mice (fig. S5, C to G). However, insoluble Aβ40 and Aβ42 levels were significantly higher in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice (fig. S5, H and I) although APP levels did not differ between the genotypes in the young cohort. These data suggest that the increase in APP level in the old cohort may not be the initial driver of the increased Aβ deposition in *Abi3^−/−^* mice.

### Plaque-associated microglia are decreased in *Abi3^−/−^* mice

Because ABI3 is a microglia-enriched protein and microgliosis is one of the prominent features of AD pathology, we investigated whether ABI3 affects this phenotype in 5XFAD mice. We performed ionized calcium binding adapter molecule 1 (Iba1) immunoblotting to assess the extent of microgliosis in these mice. Iba1 levels did not differ between the genotypes, suggesting that *Abi3* deletion may not alter overall microgliosis (fig. S6, A and B).

Although the role of microglia in AD is still debated, many studies suggest that microglia accumulate around Aβ plaques and clear Aβ deposits in transgenic mouse models of AD (*27*, *28*). To assess whether deletion of *Abi3* locus can alter the localization of microglia around plaques, we costained the brain sections with Iba1 antibody and X34 dye to detect myeloid cells, including microglia, and fibrillar plaques, respectively (Fig. 3A). Consistent with immunoblot results (fig. S6, A and B), the area covered by Iba1^+^ cells in the overall cortex was not different between the genotypes (Fig. 3B). These data imply that the deletion of *Abi3* locus may not affect the overall proliferation or survival of myeloid cells. However, the number of Iba1^+^ cells around X34^+^ plaques was significantly decreased in *Abi3^+/−^* and *Abi3^−/−^* mice (Fig. 3C). These data suggest that deletion of *Abi3* locus may prevent microglia from clustering around plaques, subsequently impairing Aβ clearance.

**Fig. 3.**
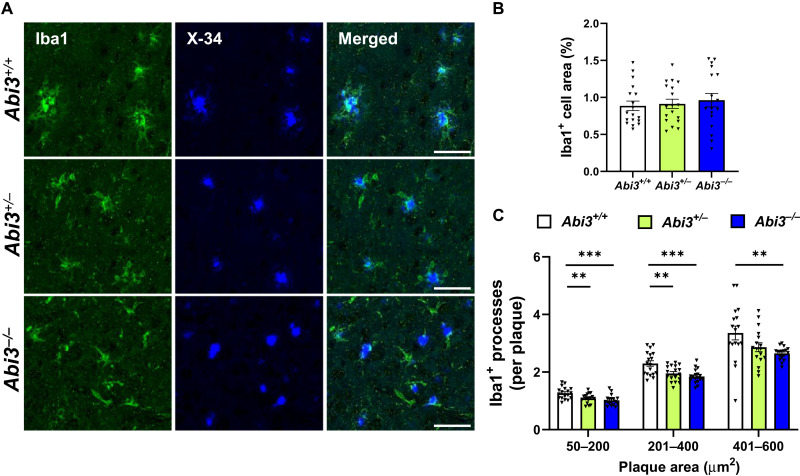
Deletion of *Abi3* locus decreases the number of plaque-associated microglia. (**A**) Representative images showing coronal brain sections stained with the microglial marker Iba1 antibody (green) and X34 fluorescent dye (blue). Scale bars, 50 μm. (**B**) The percent of area covered by Iba1 staining was quantified in the cortices of female mice. Area covered by Iba1^+^ cells did not differ between the genotypes. (**C**) The number of Iba1^+^ cells overlapping with X34^+^ plaques was quantified based on the size of each plaque. In each group, the number of Iba1^+^ cells per plaque was decreased in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice (*n* = 18 per genotype). Data represent means ± SEM. One-way ANOVA and Tukey’s multiple comparisons test; **P < 0.01 and ***P < 0.001. See also fig. S6.

### Knockdown of *ABI3* gene expression impairs migration of microglia

ABI3 is a component of WAVE regulatory complex that can regulate migration. Because we detected less microglia around amyloid plaques in *Abi3^−/−^* mice, we hypothesized that ABI3 may affect migration. To assess this, we knocked down *ABI3* gene in human HMC3 microglia cell line using a small interfering RNA (siRNA) approach and performed scratch-wound assay (Fig. 4, A and B). Silencing *ABI3* gene expression impaired migration of microglia as evidenced by reduced cell confluency in the wound area (Fig. 4C). Moreover, relative wound density, a measurement of cell confluency in the wound area normalized by the number of the cells outside of the scratch area, was lower in *ABI3*-silenced microglia (Fig. 4D). This suggests that the lower cell confluency in the scratch area is due to impaired migration, not proliferation, in the *ABI3* knockdown group.

**Fig. 4.**
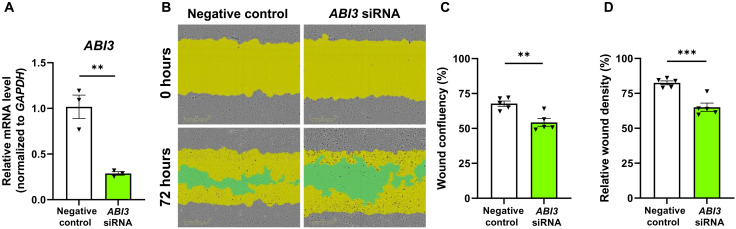
Knockdown of *ABI3* decreases migration of microglia in vitro. (**A**) HMC3 microglia cells were transfected with *ABI3*-targeting or negative control siRNAs. *ABI3* siRNA decreased mRNA level of *ABI3* by 72% in HMC3 cells (*n* = 3 per group). (**B**) A scratch was made in the middle of the wells with WoundMaker tool. Cell confluency within the scratch area was analyzed 72 hours after using the IncuCyte S3. Yellow area shows initial scratch area, and green area shows the scratch area without cells. (**C**) Wound confluency was decreased in ABI3 knockdown group. (**D**) Relative wound density was decreased in ABI3-silenced microglia (*n* = 5 per group). Data represent means ± SEM. Unpaired *t* test; **P < 0.01 and ***P < 0.001.

### ABI3 regulates immune response

To gain more insight into the potential pathways that are regulated by *Abi3* in AD, we performed gene expression analysis using the Mouse AD Consortium panel (nCounter NanoString). This panel consists of 760 genes identified by the Accelerating Medicines Partnership Alzheimer’s Disease Project Consortium as LOAD relevant genes (*29*). We extracted RNA from cortices of male *Abi3^+/+^* and *Abi3^−/−^* mice for transcriptomic analyses. We used *P* < 0.05 as a cutoff to determine the differentially expressed genes (DEGs).

Among the DEGs, *C1qa* (complement system), *Cyp27a1* (lipid metabolism), *Ctss* (autophagy), *Laptm5* (autophagy), and *Cyba* (axon, dendrite structure) were the most up-regulated genes in *Abi3^−/−^* mice (Fig. 5, A and B, and table S2). To understand the specific biological pathways that are regulated by DEGs in *Abi3^−/−^* mice, we performed pathway enrichment analysis using MetaCore. Gene ontology (GO) analysis highlights enrichment of immune response–related pathways for the DEGs (Fig. 5C). Regulation of these microglial functions by *Abi3* may have contributed to the increase of Aβ accumulation in *Abi3^−/−^* mice.

**Fig. 5.**
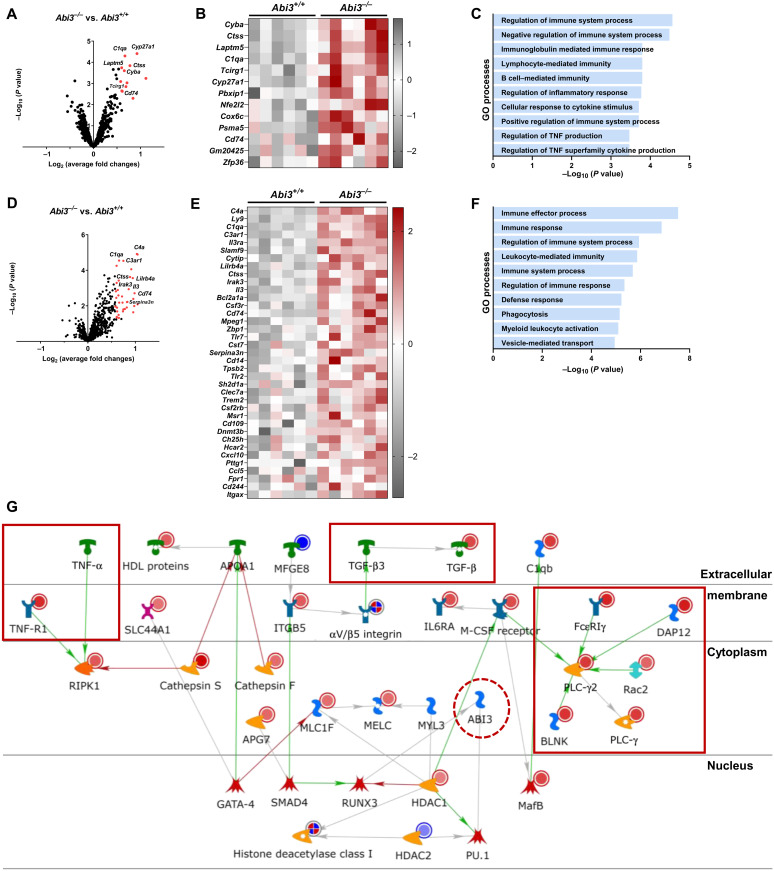
Deletion of *Abi3* locus alters immune response genes in 5XFAD mice. DEGs were identified in the cortices of 8-month-old male *Abi3^−/−^* mice compared to *Abi3^+/+^* mice using the nCounter NanoString mouse (**A** to **C**) AD panel and (**D** to **F**) Neuroinflammation panel (*n* = 6 per genotype). Volcano plots (A and D) demonstrate the fold change (*x* axis) and statistical significance level expressed as the −log_10_ *P* value (*y* axis). The red dots represent genes up-regulated significantly more than 1.5-fold in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice. Heatmaps demonstrate the DEGs up-regulated more than 1.5-fold in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice using the (B) AD and (E) Neuroinflammation panels. Gene ontology (GO) analyses were performed for DEGs in the (C) AD panel and (F) Neuroinflammation panel using the MetaCore software. (**G**) Pathmap analysis was performed using MetaCore. Up-regulated genes in our dataset are shown with red circles, and down-regulated genes are shown with blue circles in the pathmap. Green arrows between nodes represent activation, while gray arrows represent interaction with no specific direction of effect. Enriched genes involved in inflammatory processes are shown in red rectangles. See also fig. S7. IL6RA, interleukin-6 receptor α; HDL, high-density lipoprotein; M-CSF, macrophage colony-stimulating factor; TNF, tumor necrosis factor; PLC-γ, phospholipase C–γ; APG7, autophagy related 7; APOA1, apolipoprotein A1; BLNK, B cell linker; C1qb, complement C1q B chain; DAP12, TYRO protein tyrosine kinase-binding protein; GATA-4, GATA binding protein 4; HDAC1, histone deacetylase 1; ITGB5, integrin subunit beta 5; MafB, MAF BZIP transcription factor B; MELC, myosin essential light chain; Rac1, Rac family small GTPase 1; RIPK1, receptor-interacting serine/threonine-protein kinase 1; RUNX3, RUNX family transcription factor 3; SLC44A1, solute carrier 44A1; SMAD4, SMAD family member 4.

Because *Abi3* is a microglia-enriched gene and pathway enrichment analysis from the Mouse AD Consortium panel suggests immune-related functions for ABI3, we further analyzed these samples using the Mouse Neuroinflammation panel (nCounter NanoString) to gain insight into the immune-related pathways. Consistent with the AD Consortium panel data, this panel also identified *C1qa* and *Ctss* as one of the most significantly up-regulated genes in *Abi3^−/−^* mice (Fig. 5, D and E). In addition, other complement pathway genes (*C4a* and *C3ar1*) and immune response genes (*Lilrb4a*, *Cd74*, *Il-3*, and *Tlr7*) were up-regulated in *Abi3^−/−^* mice (Fig. 5, D and E, and table S3). We observed an increase in *Serpina3n*, a gene that is known to be associated with AD risk (*30*), in *Abi3^−/−^* mice. GO analysis of the DEGs within this panel also highlights inflammatory response (*C1qa*, *C4a*, *C4b*, *Ctss*, *Lilrb4a*, *Cd74*, *Fcer1g*, and *Irak1*) pathways (Fig. 5F). Pathmap analysis using results from both AD Consortium and Neuroinflammation panels identified enrichment of immune response, complement system, and cytoskeleton pathways (Fig. 5G and fig. S7). Network analysis further supported these findings by identifying the genes that are involved in immune response and cytoskeleton networks (Table 1). Together, our data demonstrate that the deletion of *Abi3* locus elicits transcriptional changes in the genes related to key microglia functions, such as complement activation and immune signaling.

**Table 1.** Network analysis of differentially expressed genes (DEGs) in *Abi3^−/−^* mice. DEGs were identified in the cortices of 8-month-old male *Abi3^−/−^* mice compared to *Abi3^+/+^* mice using nCounter NanoString mouse AD and Neuroinflammation panels (*n* = 6 per genotype). Network analysis was performed using MetaCore. Enriched networks and the genes that are differentially regulated in *Abi3^−/−^* mice in each network are listed in the table.

**Networks**	***P* value**	**Network objects**
Immune response_Phagosome in antigen presentation	3.092 × 10^−4^	FcγRI, VAV-1, MSN (moesin), Btk, PSMB2, CD74, FCGR3A, Rac1, β-2-macroglobulin (B2M), Gelsolin, A2M, Cathepsin S, BLNK, FcγRIIα, FcεRIγ, and PLC-γ2
Immune response_Phagocytosis	1.124 × 10^−3^	FcγRI, VAV-1, MSN, Btk, FCGR3A, Rac1, APOE, PKC-ε, Gelsolin, Adenosine A2a receptor, p22-phox, FcγRIIβ, RelA (p65 NF-κB subunit), BLNK, FcγRIIα, FcεRIγ, and PLC-γ2
Cardiac development_BMP TGFβ signaling	3.864 × 10^−3^	TGF-β receptor type II, E2F1, TGF-β receptor type I, Rb protein, PKC-ε, TGF-β1, BMPR1B
Proliferation_Negative regulation of cell proliferation	5.921 × 10^−3^	MDM2, TGF-β receptor type II, Securin, STAT1, TGF-β receptor type I, Rb protein, Chk1, TGF-β1, OSMR, and IL6RA
Cytoskeleton_Macropinocytosis and its regulation	1.720 × 10^−2^	VAV-1, Rab-7, Rac1, SNX1, and M-CSF receptor
Cytoskeleton_Actin filaments	1.728 × 10^−2^	MSN, ARPC1B, Utrophin, Rac1, Gelsolin, and c-Abl
Translation_Selenium pathway	2.434 × 10^−2^	E2F1, RelA (p65 NF-κB subunit), and NRF2
Inflammation_IgE signaling	3.070 × 10^−2^	VAV-1, Btk, Rac1, PGDS, BLNK, FcεRIγ, and PLC-γ2
Immune response_Antigen presentation	3.130 × 10^−2^	FcγRI, TNF-R1, PSMB2, CD74, STAT1, B2M, Cathepsin S, and FcεRIγ
Development_EMT_Regulation of epithelial-to-mesenchymal transition	3.439 × 10^−2^	SIP1 (ZFHX1B), TGF-β receptor type II, TNF-R1, STAT1, DOCK2, Rac1, TGF-β receptor type I, TGF-β1, RelA(p65 NF-κB subunit), and c-Abl

Because neuroinflammation is one of the pathological hallmarks of AD and transcriptomic analyses suggest immune regulatory functions for the *Abi3* gene, we next assessed the protein levels of several inflammatory mediators in *Abi3^+/+^* and *Abi3^−/−^* mouse brains. Chemokines regulate migration of immune cells (e.g., monocytes and microglia) to the site of inflammation in neurodegenerative diseases, including AD (*31*). Moreover, Aβ can induce cytokine release from microglia, hence aggravating the pathology (*32*). Therefore, we determined the protein levels of secreted cytokines and chemokines in cortex using the Bio-Plex Pro Mouse Chemokine Assay. This assay can detect 33 chemokines and cytokines, of which we were able to detect 25 in the brain. The levels of several chemokines were significantly altered in *Abi3^−/−^* mouse brain (Fig. 6A). Among these, CCL24, CXCL10, CCL3, and CXCL16 were increased, whereas CCL25 was significantly decreased in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice (Fig. 6, B to F). These data provide yet another layer of evidence supporting the role of ABI3 in brain inflammation. *Ccl3* was identified as one of the common top hits in microglial transcriptome profiling from aging, amyloidosis, and tauopathy models (*33*). We demonstrated an increase in CCL3 protein level in *Abi3^−/−^* mouse brains. Therefore, it is still possible that ABI3 may affect different mechanisms in addition to amyloid pathology.

**Fig. 6.**
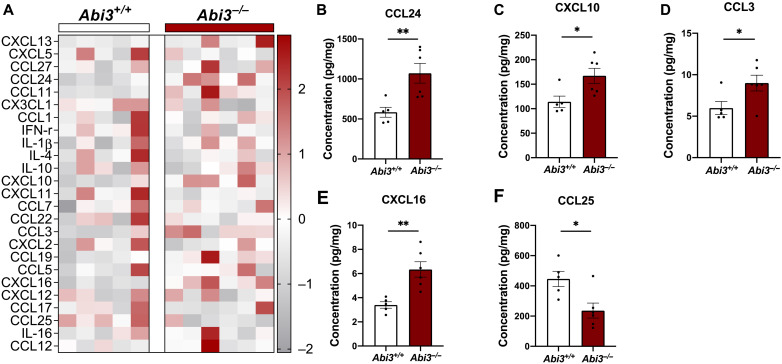
Deletion of *Abi3* locus alters the levels of immune response proteins in 5XFAD mice. Protein levels of chemokines and cytokines were measured in the PBS fraction of 8-month-old male 5XFAD mouse cortices using a 33-plex Bio-plex Pro mouse chemokine panel. (**A**) Among 33 proteins, 25 chemokines and cytokines were detected. Their differential protein levels are shown in the heatmap graph. (**B** to **F**) Significantly altered chemokines are shown as individual bar graphs. (B) CCL24, (C) CXCL10, (D) CCL3, and (E) CXCL16 were significantly increased, and (F) CCL25 was decreased in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice. All data were normalized by total protein level and given as means ± SEM. Unpaired *t* test; *P < 0.05 and **P < 0.01 (*Abi3^+/+^*, *n* = 5; *Abi3^−/−^*, *n* = 6). IFN-r, interferon receptor; IL, interleukin.

Next, we assessed phagocytic activity of microglia after silencing *Abi3* gene expression (fig. S8). Because HMC3 cells show low phagocytic activity for pHrodo-labeled zymosan, we used BV2 mouse microglia cells. We confirmed knockdown of *Abi3* gene expression in BV2 cells by measuring *Abi3* mRNA level after siRNA treatment (fig. S8A). Knockdown of *Abi3* expression significantly reduced engulfment of zymosan (fig. S8, B and C). To assess whether knockdown of *Abi3* also affects Aβ uptake, we treated BV2 cells with oligomeric Aβ42 and measured intracellular Aβ levels. There was no significant difference in the levels of intracellular Aβ42 in the *Abi3* siRNA-treated group compared to negative control (fig. S8D). This difference between zymosan and Aβ uptake may arise from the differences in the uptake mechanisms for zymosan and Aβ. To phagocytose Aβ plaques, microglia need to migrate toward them. Because we detected less microglia clusters around Aβ plaques in *Abi3^−/−^* mice (Fig. 3C) and reduced migration in *ABI3* knockdown cells (Fig. 4), the impaired migration of microglia might be the major driver of the increased Aβ accumulation in *Abi3^−/−^* mice (Figs. 1 and 2).

### Synaptic function is impaired in *Abi3^−/−^* mice

Synaptic failure is one of the major pathophysiological changes observed in patients with AD and several transgenic mouse models of AD. It is considered an early time point molecular change that is followed by neuronal loss and cognitive deficits (*1*, *34*). Numerous in vitro and in vivo studies have demonstrated that Aβ can deteriorate synaptic functions and block long-term potentiation (LTP), which is the cellular basis of learning and memory (*35*). Because we detected increase in Aβ accumulation in *Abi3^−/−^* mice, we decided to assess synaptic functions in our mouse models. We performed LTP experiments on brain slices from 6-month-old male mice. Field excitatory postsynaptic potentials (fEPSPs) were recorded from the CA1 region of the hippocampus and LTP was induced using high-frequency stimulation. LTP was significantly decreased in *Abi3^+/−^* and *Abi3^−/−^* mice compared to *Abi3^+/+^* mice (Fig. 7, A and B). This finding suggests that deletion of *Abi3* locus impairs synaptic function in 5XFAD mice.

**Fig. 7.**
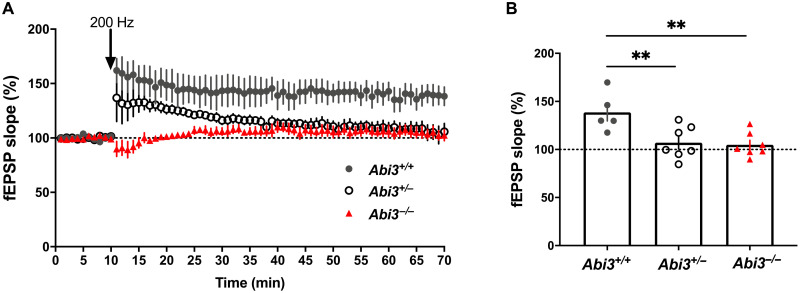
Deletion of *Abi3* locus alters synaptic functions in 5XFAD mice. (**A**) *Abi3* deficiency reduced LTP in male 5XFAD mice. (**B**) Data show average of normalized fEPSP slope for the final 10 min of recording (60 to 70 min) relative to 10 min baseline average. Data analyzed using one-way ANOVA and Dunnett’s multiple comparisons test; *n* = 5 slices from four *Abi3^+/+^* mice, *n* = 7 slices from six *Abi3^+/−^* mice, and *n* = 7 slices from six *Abi3^−/−^* mice. Data represent means ± SEM. **P < 0.01.

### Immune gene–targeted single-cell transcriptomic analysis identified distinct microglia subclusters in *Abi3^−/−^* mice

Recent advancements in scRNA-seq technology enabled in-detail trancriptomic analysis of different cell types and identified unique cellular signatures, specifically in microglia, in AD (*36*, *37*). Because *Abi3* is enriched in microglia and our data demonstrate that deletion of *Abi3* locus markedly aggravates AD pathology, we hypothesized that *Abi3* deletion can alter microglial transcriptomic signatures in an Aβ amyloidosis mouse model. To test this hypothesis, we performed scRNA-seq on *Abi3^+/+^* and *Abi3^−/−^* mouse brains using the BD Rhapsody Mouse Immune Response Panel (Fig. 8). This panel enabled us to compare 397 immune-related genes at a single-cell level in *Abi3^+/+^* and *Abi3^−/−^* mouse brains (table S4). 

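The single cells came from 4 male 5XFAD mice aged 9 months, 2 Abi3-/- and 2 Abi3+/+, with 1 library per mouse, so a difference between libraries and a difference between mice of the same genotype cannot be told apart. The authors processed the reads with the BD Rhapsody Targeted Analysis Pipeline at its default settings and deposited the number of reads per gene and cell after its distribution-based error correction. These values are whole reads and not molecules, and they had not been normalized or filtered by cell. The tables held 21172 cells. Their total reads were 87117727 and 150756771 in the Abi3-/- mice 1 and 2, and 139841135 and 133496510 in the Abi3+/+ mice 1 and 2. After the cell filter of the methods, 2321 and 4499 cells remained in the Abi3-/- mice and 3796 and 3204 in the Abi3+/+ mice. Their median reads per cell were 24283 and 19888 in Abi3-/- and 19647.5 and 22514.5 in Abi3+/+. Reads were log-normalized with a scale factor of 10000, all panel genes were scaled, and cells were clustered in Seurat with the first 10 principal components and the Louvain method. The libraries were not integrated, since the paper's text names no integration. Each of the paper's clusters 0 to 9 was set beside 1 rebuilt cluster by the shares of cells with a read that Table S6 lists. The rebuilt cluster 0 is thus the one whose shares lay nearest to the paper's cluster 0. The remaining rebuilt clusters were set beside none of the paper's clusters. The mouse was the unit of every test, because cells of 1 mouse are not replicates. With 2 mice per genotype, an exact permutation test of a single value cannot give a 2-sided p under 0.333. Intervals on shares of cells cover counting error alone.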

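The deposited tables held 397 genes, listed by symbol. Abi3 was not among them, so its loss was not measured in these cells and the genotypes rest on the sample labels. In the GENCODE annotation of GRCm39, Abi3 lies on chromosome 11 from 95720900 to 95733302. Of the disease-associated microglia (DAM) genes that the paper's text names, Apoe, Cst7, Itgax and Trem2 were in the tables, and Tyrobp and Lpl were not. Of the homeostatic microglia genes it names, Cx3cr1 was there, and Tmem119 and P2ry12 were not. The median number of genes with a read per kept cell was 81 and 80 in the Abi3-/- mice and 78 and 76 in the Abi3+/+ mice.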

To enrich glial cells, we used a gentle enzymatic dissocation method that we optimized previously (*38*). The commonly used single-cell isolation methods performed above 4°C are known to trigger aberrant activation of cells (*39*). Therefore, we performed all steps, including an enzymatic digestion step, at 4°C. Unsupervised clustering revealed 14 distinguished clusters across the samples (Fig. 8A). These clusters were identified based on the expression of known cell type–specific markers: microglia (clusters 0 to 6 and 10), T cells (cluster 7), macrophages (clusters 8 and 9), neutrophils (cluster 12), and B cells (cluster 14) (Fig. 8A and table S5) (*40*, *41*). 

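At resolution 0.8, Seurat's default, the 13820 kept cells fell into 18 clusters of 53 to 1871 cells. The paper's text does not name a resolution. Resolution 0.4 gave 12 clusters and resolution 1.2 gave 21. With the first 20 principal components there were 17 clusters, and without any cell filter there were 22. Of the paper's clusters 0 to 9, the T cell cluster 7 lay nearest to its rebuilt cluster and cluster 4 lay farthest. The mean absolute difference in the share of cells with a read was 0.000249 for cluster 7 and 0.049 for cluster 4. For clusters 0 and 1 it was 0.027 and 0.037, against 0.047 and 0.055 for the next nearest rebuilt cluster.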

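Rebuilt clusters were called by type from marker genes. Of the rebuilt clusters, 12 were microglia-like and held 2010 and 4196 cells of the Abi3-/- mice and 3589 and 2948 cells of the Abi3+/+ mice. Among these, 2 were led by cell cycle genes such as Top2a and Aurkb, which mark a state and not a type. The T cell-like cluster had 323 cells, the macrophage or monocyte-like cluster 173, the neutrophil-like cluster 114 and the B cell-like cluster 53. The cluster set beside the paper's cluster 8 had 247 cells and was led by Cd74, H2-Aa and H2-Ab1, which are major histocompatibility complex (MHC) class II genes. It also had 10 of the microglia markers in most of its cells, so it stayed unnamed and was kept out of the microglia. T cells made up 4.18% and 1.60% of the cells of the Abi3-/- mice and 1.92% and 2.53% of those of the Abi3+/+ mice (log2 fold change 0.37, adjusted p = 0.992, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all clusters).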

Clusters 11 and 13 could not be assigned to any specific cell type due to having a limited number of marker genes in the panel. However, we were able to identify many different microglia clusters due to the higher sensitivity of the targeted scRNA-seq approach compared to the whole-transcriptome approach. 

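In the rebuilt clusters, 1 further cluster of 167 cells was led by F5, Thbd and Tgfb3, and was ependymal or astrocyte-like by the genes that Table S5 gives for these types. Its median of 13347 reads per cell was the lowest of all the rebuilt clusters at this resolution. It made up 0.517% and 1.02% of the cells of the Abi3-/- mice and 1.05% and 2.15% of those of the Abi3+/+ mice (log2 fold change -1.04, edgeR's adjusted p = 0.478).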

We identified significant differences in the proportion of cells in clusters 0 and 1 microglia between *Abi3^+/+^* and *Abi3^−/−^* mice. 

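Which rebuilt cluster was largest differed from mouse to mouse at resolution 0.8. The rebuilt cluster 1 was the largest in Abi3-/- mouse 2. In Abi3-/- mouse 1, a microglia-like cluster that was set beside none of the paper's clusters was the largest, with 33.3% of the cells, against 10.5% in Abi3-/- mouse 2 and 4.45% and 4.74% in the Abi3+/+ mice. The rebuilt cluster 0 was the largest in Abi3+/+ mouse 1. In Abi3+/+ mouse 2, the rebuilt cluster 4 was the largest, with 20.3%, against 17.7% in Abi3+/+ mouse 1 and 2.76% and 4.82% in the Abi3-/- mice. The log2 fold changes, Abi3-/- over Abi3+/+, were 2.25 for the unmatched cluster and -2.32 for the rebuilt cluster 4, each with an adjusted p of 0.0660 (edgeR's quasi-likelihood test over all clusters).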

While cluster 0 constitutes most of the cells in *Abi3^+/+^* mice, cluster 1 is the major cell population in *Abi3^−/−^* mice (Fig. 8B). There was a significant shift in cell populations between cluster 0 (38.34% in *Abi3^+/+^* and 8.47% in *Abi3^−/−^*) and cluster 1 (7.52% in *Abi3^+/+^* and 37.47% in *Abi3^−/−^*) owing to the deletion of *Abi3* locus (Fig. 8B). 

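The rebuilt cluster 0 held 4.61% and 3.49% of the cells of the Abi3-/- mice (4.05 ± 0.792%, SD, n = 2), and 24.0% and 11.6% of those of the Abi3+/+ mice (17.8 ± 8.76%, SD, n = 2). The log2 fold change was -2.13 (adjusted p = 0.0660, edgeR's quasi-likelihood test on cells per cluster and mouse, adjusted over the 18 clusters). For the rebuilt cluster 1, the shares were 12.5% and 28.6% in Abi3-/- (20.5 ± 11.4%, SD, n = 2) and 4.45% and 3.96% in Abi3+/+ (4.21 ± 0.345%, SD, n = 2), a log2 fold change of 2.29 (adjusted p = 0.0660, same edgeR test). Both mice of each genotype lay on the same side in both clusters. Of the 18 clusters, 0 passed an adjusted p of 0.05 by this test and by limma on log2 shares, and 8 had an unadjusted edgeR p under 0.05. On simulated shares with the observed common dispersion for every cluster, the edgeR test called 13.2% of 4-fold changes, so a count of 0 carries little weight. The fold changes were largest, at -3.18 and 3.88, when cells called doublets by Scrublet were left out, but the caller marked between 19.1% and 49.0% of the cells of a mouse. Each then rested mostly on 1 mouse. Cluster 0 held 25.7% and 3.67% in Abi3+/+ against 2.40% and 0.857% in Abi3-/-. Cluster 1 held 2.29% and 41.4% in Abi3-/- against 1.66% and 1.29% in Abi3+/+. The matched clusters shared few cells with the rebuilt ones (Jaccard index 0.379 and 0.273). Without a cell filter, the fold change of cluster 1 changed sign, to -0.74. Some genes that define these clusters, such as Qpct and Fosb, themselves differed between mice or genotypes. When Qpct and Lat2 were left out of the clustering, the cluster overlapping most with cluster 0 had a log2 fold change of -2.74 (adjusted p = 0.0951 from the edgeR test). The one overlapping most with cluster 1 had 0.066 (adjusted p = 0.979 from the edgeR test). Both shared few cells with the rebuilt clusters (Jaccard index 0.321 for cluster 0 and 0.224 for cluster 1). Over all alternatives the adjusted p ran from 0.0134 to 0.915 for cluster 0 and from 0.0128 to 0.990 for cluster 1 (edgeR or limma). With canonical correlation (CCA) integration of the libraries the fold changes were -0.23 and 0.066, which removes differences between libraries and between genotypes alike. The paper attributes the shift between clusters 0 and 1 to the deletion of the Abi3 locus (Fig. 8B).

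**Figure D1:**
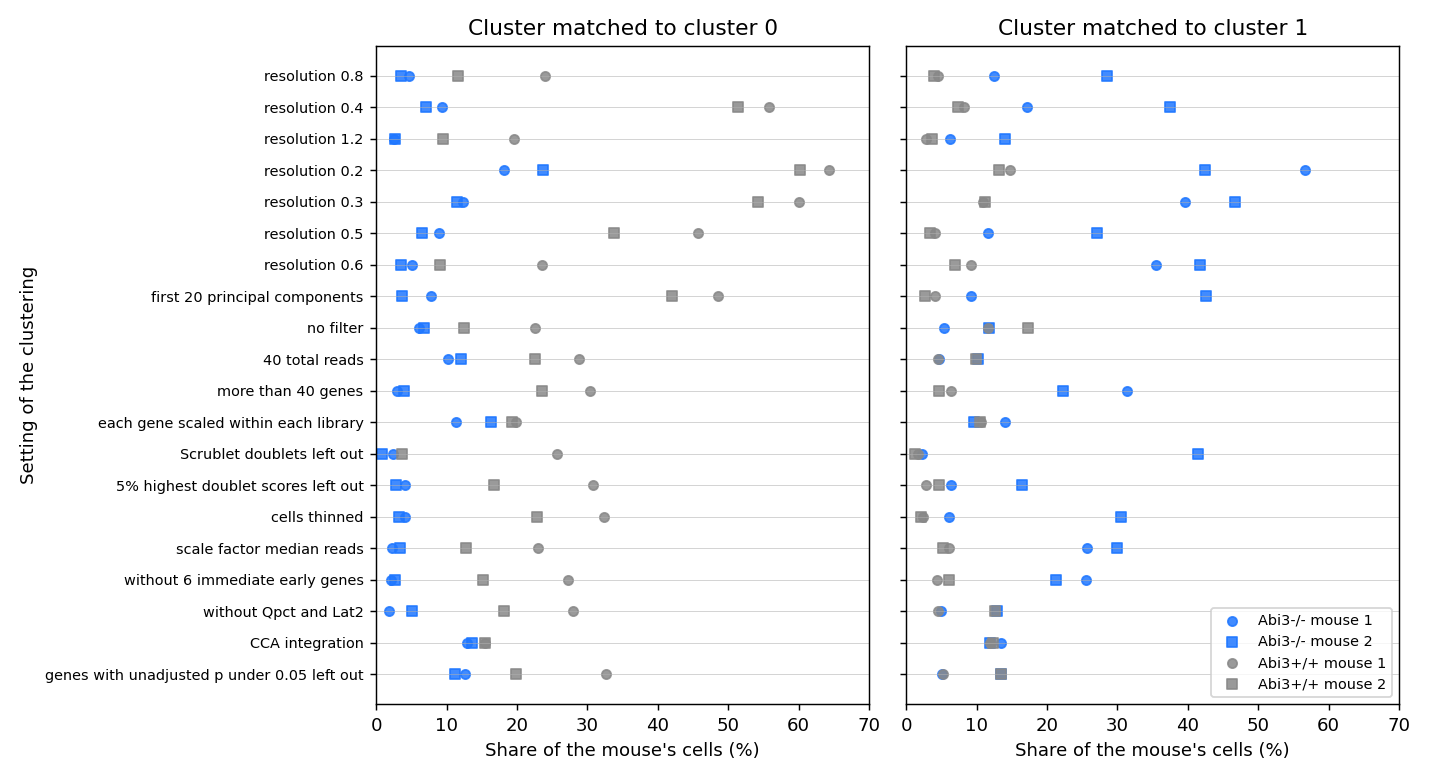
Share of each mouse's cells (%, x axis) in the rebuilt clusters set beside clusters 0 (left) and 1 (right) under each setting of the clustering (y axis), with 1 point per mouse. At resolution 0.8 the Abi3-/- mice (blue) had 4.61% and 3.49% in cluster 0 and 12.5% and 28.6% in cluster 1, and with CCA integration the genotypes lay between 12.8% and 15.5% and between 11.9% and 13.5%.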

To identify the pathways that are regulated by cluster 0 and cluster 1 genes, we performed pathway analyses using genes specific to cluster 0 or cluster 1 microglia (Fig. 8C and table S6). 

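Table S6 heads its lists as genes of cluster 0 or cluster 1 in Abi3-/- compared to Abi3+/+ mice, so the values given here are the differences between genotypes within each rebuilt cluster. Reads were summed per mouse and tested with edgeR's quasi-likelihood test after trimmed mean of M-values (TMM) normalization. Within the rebuilt cluster 0, 236 genes were tested and 0 passed an adjusted p of 0.05, with 16 at an unadjusted p under 0.05. Within the rebuilt cluster 1, 251 genes were tested, with 0 past the adjusted threshold and 9 at an unadjusted p under 0.05. DESeq2 called 5 genes in cluster 0 and 3 in cluster 1, and limma on mean log-normalized expression called 0 in each. The 3 were Cd36, F5 and Mmp12, with log2 fold changes of -24.2, 21.7 and -25.6. Each had reads in at most 0.739% of the microglia of a mouse, so these calls lie near the floor. In cluster 0, the calls of Il33 and Tnfrsf4 (-8.48 and -8.80) also rest on genes read in few cells, at most 1.43% of the microglia of a mouse. Without Abi3+/+ mouse 1, edgeR called genes in cluster 1, but that fit has Abi3+/+ mouse 2 as its only control. All 22 genes that Table S6 lists for cluster 0 and all 26 for cluster 1 changed in the same direction in the rebuilt clusters when cells were pooled by genotype. In 14 and 19 of them both Abi3-/- mice lay on one side of both Abi3+/+ mice, where chance gives 1 in 3. These genes come from the same cells and are not independent evidence. Fosb had a log2 fold change of -1.46 in cluster 0 (standard error 0.23, adjusted p = 0.532, edgeR) and -0.79 in cluster 1 (standard error 0.22, adjusted p = 0.860, edgeR), with lower counts in both Abi3-/- mice than in both Abi3+/+ mice.
The first gene of both lists is Qpct, on chromosome 17 of GRCm39 from 79359335 to 79397817, and the next is Lat2, on chromosome 5 from 134628120 to 134643882. Among cells of the rebuilt cluster 1, Qpct had reads in 63.1% of the cells of Abi3-/- mouse 2, and in 3.11% of those of Abi3-/- mouse 1 and 5.92% and 2.36% of those of the Abi3+/+ mice (log2 fold change 3.73, standard error 1.73, adjusted p = 0.860, edgeR). The difference between genotypes in Qpct thus rested on 1 mouse. Lat2 had reads in 55.0% and 57.4% of the cells of the Abi3-/- mice and 68.6% and 66.1% of those of the Abi3+/+ mice in this cluster (log2 fold change -1.76, standard error 1.36, adjusted p = 0.869, edgeR). These shares are not on the same footing in all mice. Among microglia with a Lat2 read, the fewest reads in a cell were 1 in Abi3-/- mouse 2 and 9 or 10 in the other mice, and 95.9% of such cells of Abi3-/- mouse 2 had under 7 reads. Its reads, scaled to library size as CPM, were 1479 and 65.9 in the Abi3-/- mice and 2590 and 2638 in the Abi3+/+ mice.

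**Figure D2:**
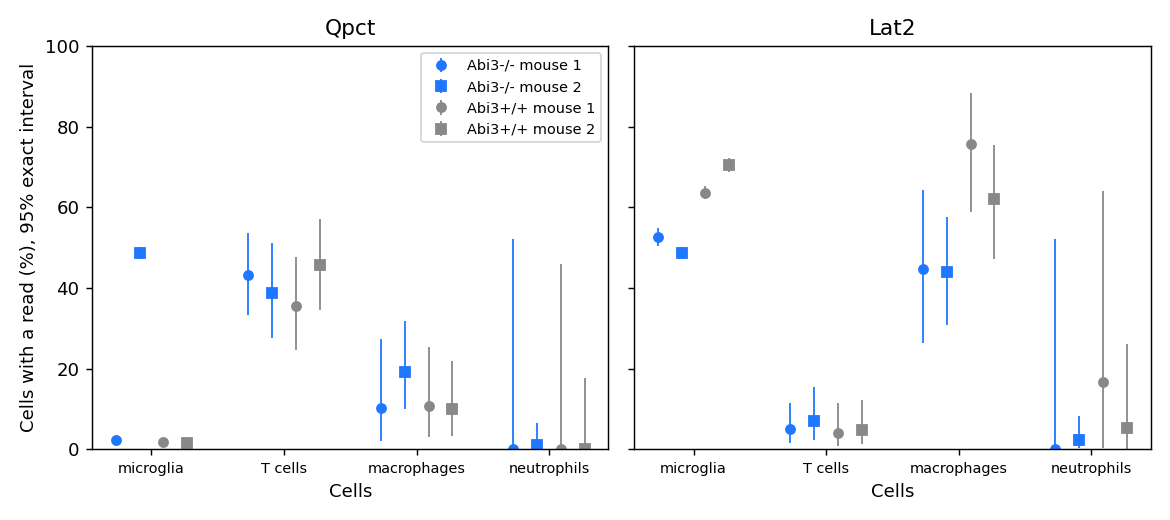
Share of cells with a Qpct (left) or Lat2 (right) read (%, y axis) in 4 groups of cells (x axis), with 1 point per mouse and 95% exact binomial intervals for counting error. The Lat2 shares of Abi3-/- mouse 2 rest mostly on cells with few reads and are not comparable with those of the other mice. Qpct was found in 48.6% of the microglia of Abi3-/- mouse 2 and in 1.70% to 2.34% of those of the other mice, while in T cells the mice lay between 35.6% and 45.7%.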

While cluster 0 genes are mainly involved in metabolism-related pathways, cluster 1 genes are involved in immune response pathways (Fig. 8, D and E). 

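Over the reads of all microglia-like cells of a mouse, 321 genes were tested between the genotypes. By edgeR's quasi-likelihood test 0 of them passed an adjusted p of 0.05, and 26 had an unadjusted p under 0.05, of which 16 were higher in Abi3-/-. The balance depended on the scaling: without TMM it was 9 of 29, and by limma on mean log-normalized expression 10 of 26. DESeq2 called 10 genes and limma 0. With Abi3-/- mouse 1 left out, edgeR called 1 gene, Qpct. On simulated counts where every gene had the common dispersion of 0.654, this test called 0% of 200 genes changed 4-fold. Of these, 26% had an unadjusted p under 0.05. Real genes differ in spread: the standard errors of the log2 fold changes of C1qa, Fcer1g and Tlr7 were 0.20, 0.15 and 0.13. That of Irak1 was 1.26. The 0% therefore does not describe the test for genes of low spread. No value is given for Cd74, since the microglia-like cells leave out a cluster led by this gene. The chemokine genes Ccl3, Cxcl10 and Cxcl16 had log2 fold changes of -0.23, 0.007 and 0.27 with adjusted p of 0.961, 0.990 and 0.782 (edgeR). C1qa, Fcer1g, Irak1 and Tlr7 had 0.035, 0.14, 0.69 and -0.17 with adjusted p of 0.981, 0.912, 0.962 and 0.855 (edgeR). Counts of Cxcl16 and Fcer1g were higher in both Abi3-/- mice than in both Abi3+/+ mice, and those of Tlr7 were lower. The paper reports C1qa and Tlr7 as up-regulated in Abi3-/- cortex.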

Enrichment of cluster 1 genes in *Abi3^−/−^* mice further supports the role of ABI3 in neuroinflammation.

**Fig. 8.**
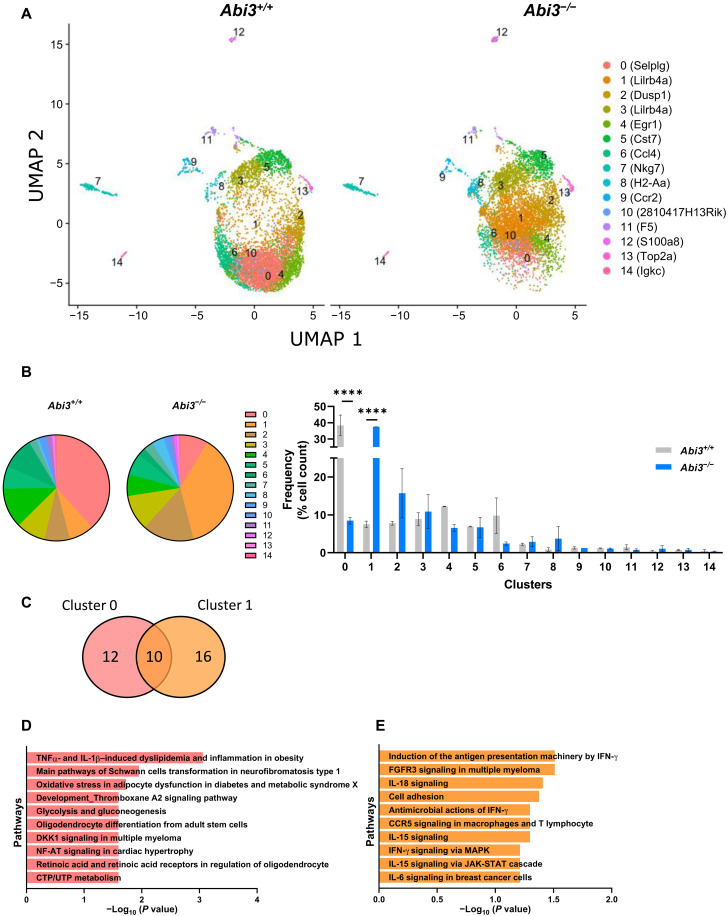
Targeted scRNA-seq identifies a distinct microglia signature in *Abi3^−/−^* mice on 5XFAD background. (**A**) Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction plot showing 14 clusters of cells derived from 9-month-old male *Abi3^+/+^* and *Abi3^−/−^* mouse brain (*Abi3^+/+^*, *n* = 6970 cells; *Abi3^−/−^*, *n* = 6799 cells). Top marker genes (as ranked by significance) are displayed after each cluster number in the legend. (**B**) Percentage of cell populations in each cluster was compared between the genotypes. Cluster 0 is the major cell population in *Abi3^+/+^* mice, whereas cluster 1 is the major cell population in *Abi3^−/−^* mice (left). While the cells in cluster 0 significantly decreased, cluster 1 population significantly increased in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice (right). Data represent means ± SEM. Two-way ANOVA and Sidak’s multiple comparisons test; ****P < 0.0001. (**C**) The number of genes detected in clusters 0 and 1. (**D** and **E**) Pathway analyses were performed using the MetaCore software. Pathway analysis of (D) cluster 0–specific genes and (E) cluster 1–specific genes. CTP/UTP, cytidine 5′-triphosphate/uridine 5′-triphosphate; IFN-γ, interferon-γ; JAK-STAT, Janus kinase signal transducers and activators of transcription; MAPK, mitogen-activated protein kinase; FGFR3, fibroblast growth factor receptor 3; NF-AT, nuclear factor of activated T-cells.

Single-cell transcriptomic analyses identified enrichment of a unique microglia type, disease-associated microglia (DAM), in 5XFAD mouse model (*36*). These cells demonstrate increased expression of several AD risk genes, such as *ApoE*, *Trem2*, *Tyrobp*, and *Lpl*. On the other side, the expression of homeostatic microglia marker genes, including *Cx3cr1*, *Tmem119*, and *P2ry12*, decreases in DAM cells. To determine whether *Abi3^−/−^* mice demonstrate these microglia phenotypes, we analyzed the levels of DAM marker genes for each cluster in our dataset (Fig. 9, A to D). DAM marker genes were initially identified in 5XFAD mice when 5XFAD mice were compared to wild-type mice (*36*). In our data, these markers were detected in most microglia clusters because all mice used for our scRNA-seq experiment were already on 5XFAD background. 

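The DAM genes compared here were Apoe (chromosome 7 of GRCm39, 19430034 to 19434947), Cst7 (chromosome 2, 150412284 to 150420864) and Itgax (chromosome 7, 127728668 to 127749829). Apoe had reads in 89.9% of the cells of the rebuilt cluster 3, in 90.1% of those of the rebuilt cluster 5 and in 35.4% of the other microglia-like cells. For Cst7 these shares were 88.5%, 91.8% and 20.6%, and for Itgax 67.7%, 50.3% and 17.9%. Neutrophils, with a median of 28004.5 reads per cell, had reads of Apoe in 9.65%, of Cst7 in 1.75% and of Itgax in 14.9% of 114 cells. The median reads per cell were 36830.5 in the rebuilt cluster 3 and 20355 in the rebuilt cluster 5. In mean log-normalized expression, clusters 3 and 5 exceeded the other microglia clusters by 2.72 ± 0.472 for Apoe, 3.90 ± 0.434 for Cst7 and 1.61 ± 0.341 for Itgax (SD, n = 4 mice). The clusters were formed on all panel genes, these included, and each of them is among the 10 leading genes of both clusters. The differences therefore describe the clusters, and no p is given for them. The mean difference over the genes was 2.74, and 2.77 with every cell thinned to 11743 reads.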

Among the DAM genes, *Apoe*, *Cst7*, and *Itgax* were more represented in clusters 3 and 5, attributing a more DAM signature to these microglia clusters (Fig. 9, A to C). We also confirmed the specificity of the marker genes by detecting *Cd8*, a T cell marker gene, and *Iglc3*, a B cell marker gene, in relevant clusters 7 and 14, respectively (Fig. 9, E and F). 

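Cd8a (chromosome 6 of GRCm39, 71350411 to 71356157) had reads in 217 of the 323 cells of the T cell-like cluster, or 67.2% (95% exact binomial interval 61.8 to 72.3%). Outside this cluster it had reads in 6 of 13497 cells, or 0.0445% (0.0163 to 0.0967%). Iglc3 (chromosome 16, 18883980 to 18884431) had reads in 43 of the 53 cells of the B cell-like cluster, or 81.1% (68.0 to 90.6%), and in 8 of 13767 other cells, or 0.0581% (0.0251 to 0.114%). Among the cells outside, the macrophage or monocyte-like cluster had the highest shares, with 1.16% for Cd8a and 3.47% for Iglc3. With at least 5 reads required instead of 1, the counts were the same.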

To more thoroughly characterize microglia subpopulations in our dataset, we used scRNA-seq data from 5XFAD mice (*36*) and compared the microglia clusters (clusters 0 to 6 and 10) in our dataset with their DAM and homeostatic microglia populations. We were able to detect 47 DAM and 27 homeostatic marker genes using the BD Rhapsody Mouse Immune Response Panel (Fig. 9G). Although we cannot directly compare our targeted scRNA-seq data with the whole transcriptome approach owing to technical variables (sensitivity, read count depth per gene, etc.), we found that clusters 3 and 5 exhibited gene expression patterns similar to DAM phenotype (Fig. 9G). Because we identified a significant shift in the proportion of cells belonging in clusters 0 and 1 in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice (Fig. 8B), we investigated whether this shift in cluster proportion reflects a shift in DAM or homeostatic microglia phenotypes. As all our experimental mice carry the 5XFAD transgene, both clusters 0 and 1 represent DAM phenotype to some extent (Fig. 9, A to D). However, cluster 1 appears to be more DAM-like compared to cluster 0 (Fig. 9G). 

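A DAM score was taken as the mean log-normalized expression of Apoe, Cst7, Itgax and Trem2, since the gene list behind Fig. 9G was not analysed here. The rebuilt cluster 1 exceeded the rebuilt cluster 0 in this score by 0.914 and 0.766 in the Abi3-/- mice and by 1.03 and 1.12 in the Abi3+/+ mice, or 0.959 ± 0.154 (SD, n = 4 mice). These genes were among those the cells were clustered on, so the difference describes the clusters and is given without a p. Apoe contributed 1.58 ± 0.333, Cst7 1.19 ± 0.108, Itgax 1.01 ± 0.411 and Trem2 0.062 ± 0.039 (SD, n = 4 mice). Over clusters rebuilt under other settings, the smallest difference was 0.155, with cells called doublets by Scrublet left out. The score averaged over mice was 4.27 in the rebuilt cluster 3 and 4.37 in the rebuilt cluster 5, above both. The difference in Cx3cr1, cluster 1 minus cluster 0, was -0.530 ± 0.030 (SD, n = 4 mice).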

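Over all microglia-like cells, without regard to cluster, the DAM score was 2.88 and 2.78 in the Abi3-/- mice (2.83 ± 0.073, SD, n = 2) and 2.31 and 2.43 in the Abi3+/+ mice (2.37 ± 0.083, SD, n = 2). The difference was 0.460, with both Abi3-/- mice above both Abi3+/+ mice (exact permutation test, p = 0.333, the smallest p this design allows). It was 0.478 with cells thinned to an equal depth and 0.245 without Apoe. Apoe itself had a log2 fold change of 1.12 in summed reads (standard error 0.39, adjusted p = 0.577, edgeR), and had reads in 70.6% and 51.0% of the microglia of the Abi3-/- mice and 35.8% and 35.2% of those of the Abi3+/+ mice. Cst7, Itgax and Trem2 had log2 fold changes of 0.25, 0.24 and 0.056 with edgeR adjusted p of 0.961, 0.961 and 0.962. On the scale of the score, Trem2 was lower in both Abi3-/- mice (6.15 and 6.05) than in both Abi3+/+ mice (6.19 and 6.19), a difference of -0.088 (exact permutation test, p = 0.333). Within the rebuilt clusters 0 and 1 the score differed between genotypes by 0.109 and -0.129 (exact permutation test, p = 1 for each), less than the spread between the Abi3-/- mice.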

Because cluster 1 microglia proportion increased in *Abi3^−/−^* mice (Fig. 8B), the genotype with more Aβ accumulation, these data suggest that DAM phenotype is more represented in *Abi3^−/−^* mice.

**Fig. 9.**
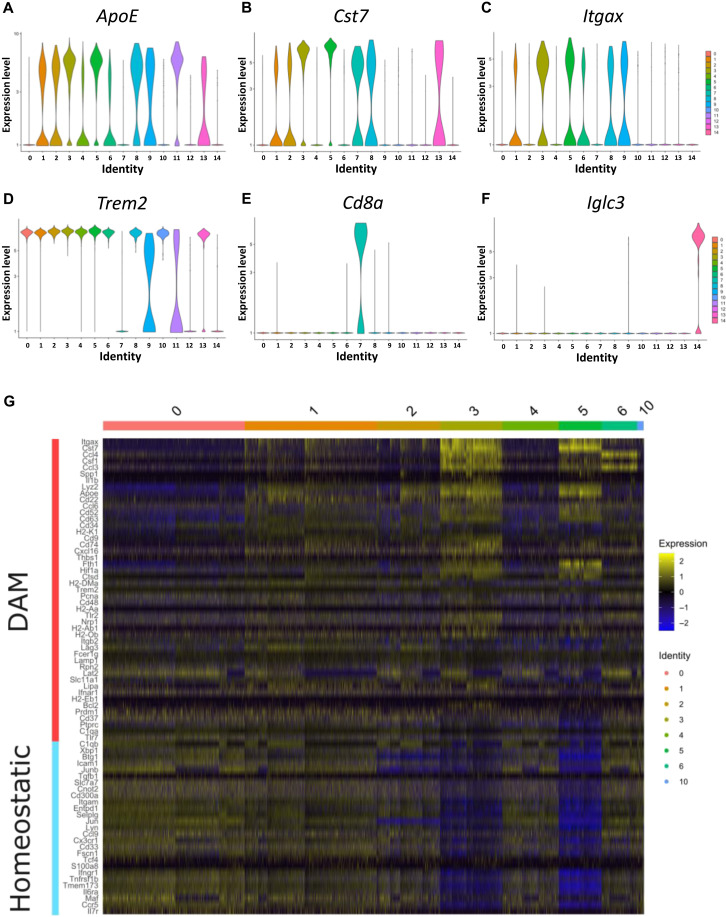
Expression of DAM genes and other cell type–specific marker genes in scRNA-seq analysis. (**A** to **F**) Targeted scRNA-seq analysis identified 14 clusters of cells derived from 9-month-old male *Abi3*^+/+^ and *Abi3*^−/−^ mouse brain (*Abi3^+/+^*, *n* = 6970 cells; *Abi3^−/−^*, *n* = 6799 cells). Each plot displays the raw counts on the *y* axis and cluster identity on the *x* axis. Among the DAM marker genes, the expression of (A) *Apoe*, (B) *Cst7*, (C) *Itgax*, and (D) *Trem2* were analyzed for each cluster. (E) *Cd8a*, T cell marker gene, was detected only in cluster 7. (F) *Iglc3*, B cell marker gene, was detected only in cluster 14. (**G**) Heatmap showing DAM and homeostatic microglia marker genes across microglial clusters (0 to 6 and 10). The level of gene expression is averaged per gene across all clusters; up-regulation compared to the mean expression level is shown in yellow and down-regulation in blue.

Although our immune targeted scRNA-seq approach provides a higher sensitivity, it has a limited number of genes in the panel. Therefore, it is still possible that deletion of *Abi3* locus can alter other genes that were not available in the targeted scRNA-seq panel. In an attempt to explore this possibility, we performed bulk RNA-seq experiments to identify other pathways regulated by the deletion of *Abi3* locus. We found marked down-regulation of several genes, including *Gm11942*, *Gm17511*, *Gngt2*, *Gm43903*, *Gm10039*, and *Gm26793* in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice (fig. S9A). Pathway analysis demonstrated the enrichment of cytoskeleton remodeling and immune response (fig. S9B), consistent with our NanoString transcriptomic analyses (Table 1).

## DISCUSSION

In recent years, human genetics studies of AD have significantly contributed to our understanding of the disease by identifying many risk genes. For example, a rare coding missense variant in the *ABI3* gene is associated with an increased risk of AD (*8*, *9*). However, functional validation studies are necessary to establish the causality of these genetic risk factors and to dissect out the pathways regulated by these genes. To determine the role of ABI3 in the pathogenesis of AD, we examined how the loss of *Abi3* function affects pathological features of AD using the 5XFAD mouse model. We demonstrated that *Abi3* deficiency markedly increased soluble and insoluble Aβ levels and amyloid plaque load both in male and female mice. Consistent with its microglia specific gene expression pattern (*8*, *9*, *11*), we found that deletion of *Abi3* locus altered the expression of genes regulating microglial phagocytosis and immune response. Together, our data suggest that, among multiple pathways by which ABI3 may affect the pathogenesis of AD, Aβ accumulation and neuroinflammation are the main underlying mechanisms.

Microglia migrate toward amyloid plaques, phagocytose Aβ, and degrade it (*28*). Because this mechanism is known to play a critical role in Aβ clearance, deficits in any of these steps can result in amyloid buildup in AD brains. It has recently been shown that microglial surveillance is dependent on actin polymerization (*42*). Moreover, phagocytic response requires cytoskeletal rearrangements for microglia to engulf Aβ (*43*). Because ABI3 is involved in actin regulation (*13*, *44*), loss of *Abi3* gene may impair actin remodeling and thereby migration of microglia toward Aβ plaques. Supporting this hypothesis, we detected less microglia surrounding the plaques in *Abi3^−/−^* mice, similar to what has been observed in *Trem2* knockout (*Trem2^−/−^*) mice (*45*, *46*). Furthermore, we demonstrated that knocking down *Abi3* expression with siRNA reduced the migration of microglia cells, suggesting that this mechanism may underlie the increased Aβ accumulation in *Abi3^−/−^* mice.

In addition to Aβ aggregation, AD is also characterized by neuroinflammation. In support of this, recent AD genetic studies have demonstrated that immune and microglia networks are critical players in AD (*3*, *4*). Our transcriptomic and gene enrichment analyses identified the up-regulation of inflammatory genes in *Abi3^−/−^* mice. This finding is further supported by elevated chemokine protein levels in *Abi3^−/−^* mice. Because inflammatory proteins (e.g., interleukin-1β, tumor necrosis factor–α, and interferon-γ) can alter APP expression, APP processing, or Aβ transport (*47*–*50*), the inflammatory changes caused by the deletion of *Abi3* locus may have contributed to the increase in APP protein level and subsequently Aβ accumulation. Although the alterations in the neuroinflammatory response may exacerbate the progression of AD, whether these are the direct consequences of loss of *Abi3* gene or a secondary consequence triggered by the increase in Aβ accumulation warrants further investigation.

Based on our findings in NanoString transcriptomic analyses and the predicted role for ABI3 in the immune system, we conducted scRNA-seq analysis specifically focusing on immune genes. By using a targeted assay, we were able to detect different types of immune cells and the notable changes in these subpopulations in the brain due to the deletion of *Abi3* locus. 

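Selplg lies on chromosome 5 of GRCm39 from 113956597 to 113970705, and Lilrb4a on chromosome 10 from 51367027 to 51372707. In mean log-normalized expression, the rebuilt cluster 1 minus the rebuilt cluster 0 was -0.417 ± 0.065 for Selplg and 0.103 ± 0.011 for Lilrb4a (SD, n = 4 mice). Both genes were used in the clustering, so a p would not be informative. In the rebuilt cluster 1, Lilrb4a had reads in 3.11% and 4.67% of the cells of the Abi3-/- mice and 3.55% and 3.94% of those of the Abi3+/+ mice. In the rebuilt cluster 0, 0 to 0.659% of the cells of a mouse had a read of this gene. Over all microglia the shares were higher than in cluster 1, at 7.51% and 17.5% in the Abi3-/- mice and 8.02% and 10.6% in the Abi3+/+ mice, and Lilrb4a was among the 10 leading genes of the rebuilt clusters 3 and 5. Over all microglia, the log2 fold change between genotypes was 0.18 for Selplg and 0.48 for Lilrb4a, with edgeR adjusted p of 0.962 and 0.918.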

We identified that cluster 0 (*Selplg*-high) and cluster 1 (*Lilrb4a*-high) microglia subpopulations were markedly altered in *Abi3^−/−^* mice. Although these changes in microglia subpopulations can be direct consequences of *Abi3* loss, it is also possible that such changes are secondary responses to the *Abi3*-mediated changes in the pathology. For example, Aβ oligomers and fibrils can induce microglial activation, which subsequently increases the expression of inflammatory genes in microglia (*51*). Furthermore, recent scRNA-seq studies identified marked transcriptional changes in microglia in response to Aβ (*52*). Because we detected a significant increase in Aβ accumulation in *Abi3^−/−^* mice, microglial transcriptomic changes that we identified in scRNA-seq analysis could be secondary to the increased Aβ pathology in *Abi3^−/−^* mice.

Because our novel targeted scRNA-seq approach has a high sensitivity, it enabled us to capture the small changes in immune cell populations, which can be lost in whole transcriptome scRNA-seq assays due to its low sensitivity. Thus, the targeted approach reduced the need for high sequencing depth and subsequently decreased the sequencing cost. Because our Immune Response scRNA-seq platform has only 397 genes in the panel, it is likely that we failed to detect transcriptomic changes in other cell types, caused by the deletion of *Abi3* locus. However, our whole transcriptome bulk RNA-seq data also suggest that immune-related pathways are dysregulated in *Abi3^−/−^* mice. Notably, bulk RNA-seq data analysis identified marked down-regulation of several genes in *Abi3^−/−^* mice compared to *Abi3^+/+^* mice. Of these, *Gngt2* and *Gm10039* are located on the same chromosome with the *Abi3* gene. It is possible that the deletion of the *Abi3* locus may inadvertently disrupt the expression of other genes near or even far away from this locus as shown in multiple knockout mouse models, including a widely used *Trem2* knockout mouse model (*53*). This possibility might be especially high for the *Gngt2* gene because it is adjacent to the *Abi3* gene. However, we also cannot rule out the possibility that the deletion of *Abi3* gene can affect the expression of other genes that are indirectly regulated by ABI3 protein under physiological conditions. Because genes on different chromosomes, such as *Gm11942*, *Gm17511*, and *Gm43903*, are also notably down-regulated in *Abi3^−/−^* mice, these differential expressions might be due to the depletion of ABI3 protein in *Abi3^−/−^* mice. It is possible that these markedly dysregulated genes may also be contributing to the pathologies that we detected in *Abi3^−/−^* mice and warrant further investigation.

We identified similar phenotypic changes in *Abi3^−/−^* and *Trem2^−/−^* mice. Although the effect of *Trem2* deletion on Aβ burden varies depending on the disease stage and mouse model (*20*–*23*), many studies demonstrated that deletion of *Trem2* impairs microglia clustering around Aβ plaques (*45*, *46*). Furthermore, lack of *Trem2* reduces chemotaxis and phagocytosis of microglia (*54*, *55*). It was also demonstrated that *Trem2* activates multiple signaling pathways involved in actin cytoskeleton organization (*54*). Therefore, it is tempting to speculate that *Trem2* may be an upstream regulator of *Abi3*. However, this warrants further studies.

Last, we observed a significant LTP impairment in *Abi3*-deficient 5XFAD mice. Three mechanisms may contribute to this synaptic impairment. First, this might be due to an increase in immune response in *Abi3^−/−^* mice as demonstrated by transcriptomic and biochemical analyses. Increased inflammatory cytokines are known to impair LTP in the hippocampus, affecting synaptic plasticity (*56*). Specifically, CXCL10 and CCL3, which were increased in *Abi3^−/−^* mice, were found to be elevated in patients with AD and associated with neurological deficits (*57*–*60*). Both CXCL10 and CCL3 have been shown to impair LTP and synaptic function (*61*, *62*). Second, ABI3 may directly affect synapses by modulating actin remodeling. Although *ABI3* is mainly expressed in microglia, its expression in neurons and interaction with filamentous actin (F-actin) in dendritic spines were observed in primary neuronal cell culture (*44*, *63*). Overexpression and down-regulation of *Abi3* altered spine morphology and synaptic density (*63*). These findings strengthen the potential role of ABI3 in synapse function. Last, Aβ can induce neurotoxicity through various mediators, such as inflammatory molecules, membrane lipids, and cytoskeletal proteins (*35*). Moreover, even low levels of Aβ can facilitate synaptic F-actin depolymerization and impair dendritic spines at very early stages of the pathology in an APP/presenilin 1 transgenic mouse model (*64*). Therefore, LTP impairment might be due to an increase in Aβ levels in *Abi3*-deficient mice. Further investigation is warranted to identify the exact mechanism by which *Abi3* regulates synaptic function.

We have demonstrated that Aβ levels were significantly increased when *Abi3* locus was deleted before amyloid accumulation. However, such data do not necessarily mean that decreasing ABI3 protein level after amyloid accumulation will have the same effect. Because AD GWAS variants are identified based on their association with AD risk rather than the progression of AD, it remains unknown how such variants may affect the disease progression, which is more important for the development of treatment. This concept is even more critical for targeting microglia genes because microglia may respond differently to AD pathology, depending on the stage of the disease.

Together, we demonstrated that the deletion of *Abi3* locus significantly exacerbates several key features of AD pathology. In future studies, it is warranted to investigate the functional consequences of the *ABI3* S209P risk variant on AD pathology using animal models with the S209P mutation in the *ABI3* gene. Drug targets based on human genetics data are known to double the success rate in clinical development (*65*). Given our functional data shown in this study and its significant genetic association with AD (*8*–*10*), ABI3 and its downstream pathways may be promising therapeutic targets.

## MATERIALS AND METHODS

### Experimental design

This study was designed to investigate the role of *Abi3* gene in the pathogenesis of AD. To accomplish this aim, we generated a mouse model of Aβ amyloidosis, lacking the *Abi3* gene. We evaluated the effects of *Abi3* deletion on Aβ levels, amyloid plaques, neuroinflammation, and synaptic function using enzyme-linked immunosorbent assay, immunohistochemistry, Western blot, and electrophysiology techniques. Sample sizes were determined based on the statistical power calculations from our experiences and other studies in the literature (*26*, *66*, *67*). Using an SD of 400, an effect size of 40% for insoluble Aβ42 levels, a power of 0.8, and *P* < 0.05, we aimed to generate at least 12 mice per sex for each genotype. The order of animals was randomized for each experiment. The researchers were blinded during the quantification of histology samples. Figure legends contain sample sizes and statistical tests used.

### Animals

5XFAD mice (*66*) were purchased from the Jackson Laboratory [Mutant Mouse Resource & Research Centers (MMRRC) 34840, B6SJL-Tg(APPSwFlLon,PSEN1*M146L*L286V)6799Vas/Mmjax)], and *Abi3^−/−^* mice were obtained from the MMRRC, University of California, Davis, Mouse Biology Program [C57BL/6N-Abi3tm1.1(KOMP)Vlcg]. The *Abi3^−/−^* mouse strain used for this study was generated using the Velocigene “definitive null” targeting strategy. To ensure the deletion of *Abi3* gene, a vector targeted the *Abi3* gene locus on chromosome 11 from 95,842,143 to 95,832,627. To determine the gene dosage effect of *Abi3* on amyloid deposition, 5XFAD mice were crossed with *Abi3^−/−^* mice to generate 5XFAD mice expressing two copies of *Abi3* (*Abi3^+/+^*), one copy of *Abi3* (*Abi3^+/−^*), and knockout for *Abi3* (*Abi3^−/−^*). We used both male and female mice and analyzed the results separately owing to sex-dependent difference in the rate of amyloid accumulation in 5XFAD mice. Because SJL genetic background carries the *Trem2^S148E^* allele, a naturally occurring variant, we genotyped all the experimental mice for this variant. All mice were heterozygous for this single-nucleotide polymorphism (SNP), except two female mice in the *Abi3^+/−^* group. Although it is not known whether this SNP has any functional consequences, to be on the safe side, we excluded these two homozygous mice from all analyses. Mice were housed under standard conditions with free access to food and water. Eight- or 4.5-month-old mice were used for biochemical experiments. We used 6-month-old mice for electrophysiology and 9-month-old mice for scRNA-seq experiments. All animal experiments were approved and performed in compliance with the guidelines of the Institutional Animal Care and Use Committee at Indiana University.

### Human postmortem brain tissue

Human postmortem brain tissues were provided by the Alzheimer’s Disease Research Center at Icahn School of Medicine at Mount Sinai, with well-characterized criteria for clinical and pathological diagnoses. The proteome dataset generated in Bai *et al.* (*18*) was used to analyze the protein level of ABI3 in cognitively normal and LOAD patient brains.

### Tissue collection and sample preparation

Mice were deeply anesthetized with Avertin (250 mg/kg, intraperitoneal) and transcardially perfused with cold phosphate-buffered saline (PBS). Brains were immediately removed, and the left hemisphere was fixed in 4% paraformaldehyde for 24 hours at 4°C to be used in histology. Tissue samples were embedded in paraffin and sectioned at the Histology and Histomorphometry Core, Indiana Center for Musculoskeletal Health, IUSM. Five-micrometer-thick coronal sections were transferred onto microscope slides and stored at room temperature. The right hemisphere was dissected into cortex and hippocampus and immediately frozen in dry ice. Samples were stored at −80°C until further processing for biochemical experiments.

### Western blotting

Proteins were sequentially extracted from brain tissues with PBS, radioimmunoprecipitation assay (RIPA), and 5 M guanidine buffer in the presence of protease and phosphatase inhibitors as we described previously (*68*). The RIPA fractions were used for the Western blot analysis. Equal amounts of proteins (20 μg) were loaded onto 4 to 20% TGX gels (Bio-Rad), separated by gel electrophoresis, and transferred onto polyvinylidene difluoride membranes. Blots were probed with the APP (1:1000; Invitrogen, 51-2700), BACE-1 (1:1000; Cell Signaling Technology, 5606), anti-Aβ 82E1 (1:1000; IBL-AMERICA, IBL10323), IDE (1:1000; Abcam, ab32216), NEP (1:1000; Abcam, 208778), Iba1 (1:1000; Abcam, ab178846), and β-actin (1:20,000; Sigma-Aldrich, A1978) antibodies. Signals were visualized by chemiluminescence [ECL Select (GE Healthcare) or TMA-6 ECL detection kit (Lumigen)]. Blots were quantified by densitometry with ImageJ software [National Institutes of Health (NIH)]. Results were normalized by β-actin levels and given as a fold change relative to *Abi3^+/+^* genotype.

### Electrochemiluminescence assay for Aβ detection

For Aβ40 and Aβ42 detection, V-PLEX Plus Aβ Peptide Panel 1 (6E10) Kit (Meso Scale Discovery (MSD), K15200E] was used. Soluble and insoluble Aβ40 and Aβ42 levels were measured using the PBS and guanidine extracts of the mouse samples following the manufacturer’s instructions, respectively. For Aβ uptake assay, RIPA extracts of BV2 cell lysates were used to measure levels of intracellular Aβ42. Signals were measured on a MESO QuickPlex SQ 120 (multiplexing imager, MSD).

For cytokine and chemokine measurement, PBS-soluble extracts from *Abi3^+/+^* and *Abi3^−/−^* male mouse cortices were used. Samples were loaded into Bio-Plex Pro Mouse Chemokine Panel (Bio-Rad, 12002231) to measure the levels of 33 chemokines. Cytokine and chemokine levels were determined using the Bio-Rad Bio-Plex 200 multiplex assay system. We were able to detect 25 of them in the brain samples. The concentrations were normalized by total protein levels in the samples.

### Immunohistochemistry

Coronal sections were deparaffinized, and antigen retrieval was performed with citrate buffer (10 mM, pH 6.0) in a microwave. For 3,3′-diaminobenzidine (DAB) staining, slides were treated with 0.3% H_2_O_2_ and blocked with tris-buffered saline containing 3% milk and 0.25% Triton X-100 at room temperature for 30 min. Sections were then incubated with anti-Aβ 82E1 antibody (1:500; IBL-AMERICA, IBL10323) in blocking solution at 4°C overnight and then with biotinylated goat anti-mouse secondary antibody (1:400, Thermo Fisher Scientific) at room temperature for 1 hour. Antibody binding was detected with Vectastain ABC Elite (Vector Laboratories, PK6100) and DAB peroxidase (horseradish peroxidase) substrate kits (Vector Laboratories, SK-4100) according to the manufacturer’s instructions. Sections were dehydrated with increasing concentrations of ethanol (50 to 95%), cleared with xylene, and coverslipped with mounting medium (Permount, Thermo Fisher Scientific).

For fibrillar plaque staining, we used X-34 dye that detects β sheet structure proteins. Sections were permeabilized with 0.25% Triton X-100 in PBS at room temperature for 30 min on a shaker. Subsequently, slides were incubated with 0.01 mM X-34 in staining buffer (40% ethanol and 0.02 N NaOH, in PBS) for 20 min. Sections were then rinsed with washing buffer (40% ethanol in PBS) and PBS before coverslips were applied with Aqua-Poly/Mount mounting medium.

For immunofluorescence staining, sections were stained with X-34 and then blocked with PBS containing 10% normal donkey serum at room temperature for 1 hour, incubated with anti-Iba1 (rabbit polyclonal, 1:1000, Abcam) in blocking solution at 4°C overnight, and then incubated with Alexa Fluor 488–donkey anti-rabbit immunoglobulin G (1:1000, Invitrogen) at room temperature for 1 hour. Sections were coverslipped with Aqua-Poly/Mount mounting medium.

### Quantification of immunohistochemistry data

Images were captured on a digital pathology slide Scanner (Aperio VERSA; Leica Biosystems). Staining was quantified in cortical region using Fiji (ImageJ, NIH) (*69*) and CellProfiler 3.1.9 (Broad Institute) (*70*). The average of three sections from different anatomical coordinates (150 μm distant) was used to represent plaque or Iba1^+^ cell load for each mouse. The number of plaques was normalized by total area of analyzed region.

### Migration assay

The human microglia cell line (HMC3) was cultured in Dulbecco’s modified Eagle’s medium (DMEM) + GlutaMAX (Gibco, 10566016), supplemented with 10% fetal bovine serum (FBS) (Gibco, 16000) and 1% penicillin-streptomycin (Gibco, 15140). siGENOME ABI3-targeting and negative control nontargeting siRNAs were purchased from Dharmacon. Cells were seeded in a 96-well plate and transfected with 40 nM *ABI3* siRNA or negative control siRNA. Twenty-four hours after transfection, a scratch was made in the middle of the wells with the WoundMaker tool (Essen Bioscience, 4563) and imaged for 72 hours using the IncuCyte S3 live-cell imager (Essen Bioscience). Cell migration was assessed by measuring the wound confluency and relative wound density using the IncuCyte software. Wound confluency is the confluency of cells within the wound region. Relative wound density is the measure of cell density in the wound area relative to the cell density outside of the wound area.

### Phagocytosis assay

BV2 mouse microglia cells were cultured in DMEM, supplemented with 2% FBS and 1% penicillin-streptomycin. Cells were seeded in a 24-well plate and transfected with *Abi3*-targeting or negative control siRNAs. Forty-eight hours after transfection, cells were treated with pHrodo-labeled zymosan (50 μg/ml; Essen Bioscience, 4617) for 4 hours, and nuclei were stained with Hoechst (4 μg/ml). The fluorescent intensity within the cells was measured using the ArrayScan XTI (Thermo Fisher Scientific) imaging system scanning at ×10 magnification.

### Aβ uptake assay

Oligomeric Aβ42 was prepared as described before (*71*). Briefly, Aβ42 peptide powders were dissolved in hexafluoroisopropanol (HFIP) (Sigma-Aldrich, 52517) to remove preexisting aggregates. HFIP was evaporated in a fume hood overnight, followed by drying down in SpeedVac for 1 hour. The resulting peptide films were dissolved in dimethyl sulfoxide to prepare 5 mM stocks, sonicated in a bath sonicator for 10 min, and diluted to 100 μM in phenol-red free DMEM/F12 medium (Thermo Fisher Scientific, 21-041-025). To prepare Aβ oligomers, the stocks were incubated at 4°C for 24 hours. BV2 cells were seeded in a 24-well plate and transfected with *Abi3*-targeting or negative control siRNAs. Twenty-four hours after transfection, cells were treated with 200 nM oligomeric Aβ42 for 1 hour. The proteins were extracted using RIPA buffer, including protease and phosphatase inhibitors, and sonicated in a bath sonicator. The homogenates were centrifuged at 17,000*g* for 15 min and the supernatants were collected for Aβ measurement. Total protein amount was measured by bicinchoninic acid assay and intracellular Aβ levels were normalized by total protein amount for each sample.

### Proteomics analysis

The proteome dataset generated in Bai *et al.* (*18*) was used in this study. Briefly, human brain cortical tissues from control cases (*N* = 23) and patients with AD (*N* = 39) were lysed, and protein samples were labeled with Tandem-Mass-Tag (TMT) for whole proteome analysis as described previously (*18*). The samples were analyzed by liquid chromatography–tandem mass spectrometry. The analysis was performed using the JUMP software (*72*). Individual protein abundance was corrected by the cell-type composition using cell type–specific markers for neuron, astrocyte, microglia, and oligodendrocyte. The change of each cell type was estimated on the basis of protein abundance of the cell type markers. To correct for cell-type effect, log-transformed TMT intensity of each protein was fitted to a linear regression model against the estimated cell-type change and then adjusted as the residuals plus the intercept.

### Total RNA extraction and qPCR

Total RNA was extracted from cortical tissues using TRIzol (MRC). RNA concentration and quality were determined using the Nanodrop 2000 Spectrophotometer (Thermo Fisher Scientific). For real-time qPCR, mRNAs were reverse transcribed with a High Capacity cDNA Reverse Transcription kit (Applied Biosystems). qPCR was performed in QuantStudio 3 using the default thermal cycling condition with Power SYBR (Applied Biosystems) with the following primers: *Abi3* forward primer, CTACTGCGAGGATAACTACTTGC; and reverse primer, CAGGTTACCCACTTGGTAGGC. Mouse *Gapdh* endogenous control was used as a normalization reference. Relative mRNA levels were calculated by comparative cycle threshold method.

### NanoString analyses

Cortical regions of 8-month-old male *Abi3^+/+^* and *Abi3^−/−^* mice were used for transcriptomic analysis. The NanoString Mouse AD and Mouse Neuroinflammation gene expression panels were used for gene expression profiling on the nCounter platform (NanoString, Seattle, WA) as described by the manufacturer. Total RNA was diluted to 15 ng/μl for these experiments. To construct linear models for the effects of *Abi3* gene deletion on transcriptome, Limma version 3.44.3 was run in RStudio version 1.3.959 using R version 4.0 on log-normalized NanoString panel gene expression data. Pathway and network analyses were done using the MetaCore software.

### Bulk RNA-seq library preparation and sequencing

Isolated RNA was shipped to Lexogen Inc., Austria, for library preparation and sequencing. Libraries were prepared manually according to the manufacturer’s instructions using QuantSeq 3′ mRNA-Seq FWD Library Prep Kit (Lexogen, UG, version 015UG009V0252). Briefly, 50 ng of total RNA was denatured for 3 min at 85°C with oligo(dT) primers containing an Illumina-compatible sequence at its 5′ end, followed by reverse transcription at 42°C for 15 min. After RNA removal, the second strand of the cDNA was synthesized by a random primer containing an Illumina-compatible linker sequence at its 5′ end, and the end product was purified by a magnetic bead-based method to remove all reaction components. Last, individual sample barcodes (dual indexing) for multiplexing were introduced via PCR (cycle number determined by qPCR), and the leftover reaction components were removed by a magnetic bead-based purification method. All libraries were analyzed for adapter dimers, size distribution, and concentration on a Fragment Analyzer System using the DNF-474 HS NGS Fragment kit (1 to 6000 base pairs) (Agilent). After pooling the libraries in an equimolar ratio, the concentration and the size distribution of the lane mix were analyzed by Qubit dsDNA HS assay (Thermo Fisher Scientific) and by 2100 Bioanalyzer device using the HS-DNA assay (Agilent), respectively. A 2 nM dilution of the lane mix was denatured and diluted to loading concentration for sequencing on a NextSeq 500 instrument with the SR75 High Output Kit (Illumina). Seventy-six–base pair single-end reads were generated at Lexogen Services.

### QuantSeq 3′ mRNA-Seq sequencing data processing

The FastQ files from the RNA-seq were processed on the basis of the workflow outlined in the Lexogen’s user guide “QuantSeq 3′ mRNA-Seq Integrated Data Analysis Pipelines on BlueBee Genomics Platform” (Lexogen, UG, version 015UG108V0310). First, adapter sequences were trimmed using bbduk tool from BBTools v.38.72 with the following parameters: *k = 13 ktrim = r useshortkmers = t mink = 5 qtrim = r trimq = 10 minlength = 20*. The reference FASTA file of adapters (*truseq_rna.fa* from the BBTools suite) and a FASTA file of poly(A) and poly(T) were used for trimming. The reference FASTA file for poly(A) and poly(T) was a string of 18 As and 18 Ts. FastQC v. 0.11.5 was used to determine the quality of trimmed reads. An indexed mouse reference genome using the Ensembl GRCm39 v.103 primary assembly was made using STAR v.2.7.3a with the parameters *–runMode genomeGenerate --genomeFastaFiles Mus_musculus.GRCm39.dna.primary_assembly.fa --sjdbGTFfile Mus_musculus.GRCm39.103.gtf --sjdbOverhang 75* (*73*). The trimmed reads were aligned to the indexed mouse reference genome using STAR v. 2.7.3a using the parameters *--outFilterType BySJout --outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverLmax 0.6 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000 --outSAMattributes NH HI NM MD --outSAMtype BAM SortedByCoordinate* (*74*). Gene read counts were obtained using the htseq-count tool of HTSeq v.0.9.1-py13 with Python v. 2.7.13 with the parameters *-m intersection-nonempty -s yes -f bam -r pos* (*75*).

### Differential gene expression analysis of bulk RNA-seq data

The gene read count files were imported into RStudio v.1.4.1103 running R v.4.0.4. Differential expression analysis was performed using DESeq2. The DESeq dataset was created using the *DESeqDataSetFromHTSeqCount* function with the design argument *~ Condition* (the *Abi3* genotype) and the reference level to *Abi3^+/+^* condition. Only genes with total read counts greater than or equal to 10 were included in the estimations of size factors, dispersion, and negative binomial generalized linear model fitting. Genes with average normalized read counts (base mean) greater than or equal to 1.5 were included in the results. DEGs were considered to be genes with a false discovery rate–adjusted (Benjamini-Hochberg) *P* value less than or equal to 0.05.

### Single-cell RNA library preparation

Nine-month-old male *Abi3^+/+^* and *Abi3^−/−^* mice were anesthetized and transcardially perfused with sterile PBS, and the brain was removed. The cerebellum was removed from the right hemisphere, which was immediately finely minced on ice and transferred to a polypropylene tube containing ice-cold Accutase (Gibco, A11105-01). Tissue was incubated with rocking at 4°C for 30 min and then pelleted through centrifugation at 300*g* for 5 min at 4°C. Supernatant was aspirated and samples were resuspended in ice-cold wash buffer [1× Hanks’ balanced salt solution (Gibco, 14175095) and 0.04% bovine serum albumin (BSA; Miltenyi Biotec, 130-091-376)] and gently dissociated through pipetting. After all samples were processed, the cloudy upper suspension was transferred to a fresh tube, and the remaining clumps of tissue were further dissociated using additional ice-cold wash buffer. Cell suspensions were pelleted through centrifugation at 300*g* for 10 min at 4°C. The supernatant was aspirated and cells were resuspended in degassed MACS Myelin Removal Buffer [1× DPS (Gibco 14190250) and 0.5% BSA (Miltenyi Biotec, 130-091-376)]. Myelin removal beads (Miltenyi Biotec, 130-096-733) were added to each sample and mixed thoroughly. Samples and beads were incubated for 15 min at 4°C with rotating, washed with myelin removal buffer, and then pelleted through centrifugation at 300*g* for 10 min at 4°C. Supernatant was aspirated and samples were resuspended in myelin removal buffer.

LS columns (Miltenyi Biotec, 130-042-401) were loaded into a QuadroMACS separator on a MACS MultiStand with Tube Rack (Miltenyi Biotec, 130-090-976, 130-042-303, and 130-091-052). Columns were equilibrated with myelin removal buffer. Cell suspensions were loaded onto columns, and myelin-depleted cell suspensions were washed through using myelin removal buffer. Cells were pelleted through centrifugation at 300*g* for 5 min at 4°C. Supernatant was aspirated and cells were gently resuspended using a pipette. Cell numbers and viability were quantified using Draq7 (BD Biosciences, 564904) and Calcein-AM (BD Biosciences, 564061) staining. BD Rhapsody Mouse Immune Response Panel (BD Biosciences, 633701 and 633753) was used for the targeted scRNA-seq library preparation. Single-cell RNA libraries were checked for quality using QuBit (Thermo Fisher Scientific) and TapeStation (Agilent) and then submitted to the Centre for Medical Genomics and sequenced on an Illumina NovaSeq 6000 SP (200 cycle kit) with 20% PhiX spike-in.

### scRNA-seq data analysis

FastQ files were uploaded to SevenBridges and processed using the BD Rhapsody Targeted Analysis Pipeline using default settings. DBEC-adjusted read counts were downloaded, imported into R version v4.0.2 in RStudio v1.3.959, and analyzed using Seurat v3.2.0 (*76*). 

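The deposited tables of the 4 mice held 9881 cells of Abi3-/- and 11291 of Abi3+/+ mice, with at least 404 reads in each cell. A lower limit of 40 total reads would therefore have removed no cell, so the limit was read as 40 genes with a read. With at least 40 genes and at most 59300 reads, 6820 Abi3-/- and 7000 Abi3+/+ cells remained. Fewer than 40 genes were found in 870 and 1502 cells of the Abi3-/- mice and in 1917 and 1385 cells of the Abi3+/+ mice. More than 59300 reads were found in 214 and 475 cells of the Abi3-/- mice and in 491 and 498 cells of the Abi3+/+ mice. Computed from the tables, the mean plus 1.5 interquartile ranges was 55562 reads, and the upper quartile plus 1.5 interquartile ranges was 59299.5 reads.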

Cells with fewer than 40 unique reads and more than 1.5× interquartile ranges from the mean (>59,300 total reads) were excluded from the analysis. Data were log-normalized, and cells were clustered using the first 10 principal components based on an Elbow Plot. Cluster marker genes were identified using the FindConservedMarkers function. The tissue dissociation protocol that we used is designed to enrich glial cells (*38*). We annotated the clusters by comparing the marker genes per cluster with scRNA-seq data from the brain-derived myeloid cell dataset of Li *et al.* (*40*). For the markers showing no association with cell types from this dataset, we then considered canonical markers, such as *Igkc* and *Cd19* (B cells), and *Cd8a* and *Trbc2* (T cells). For the remaining unannotated clusters, we considered data from the Mouse Cell Atlas v2.0 (*41*). Where most of the marker genes were not consistently associated with one cell lineage (e.g., clusters 11 and 13), cells were not annotated. Pathway analyses were performed using the MetaCore software.

### Electrophysiology

Six-month-old male *Abi3^+/+^*, *Abi3^+/−^*, and *Abi3^−/−^* mice were used for electrophysiology experiments. Mice were anesthetized with isoflurane and decapitated, and the brain was quickly removed. Sagittal slices (350 μm) were cut in a 95% O_2_ and 5% CO_2_-saturated, ice-cold sucrose-based solution (194 mM sucrose, 30 mM NaCl, 4.5 mM KCl, 1 mM MgCl_2_, 26 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_, 10 mM glucose) using a Leica VT1200S vibratome. The slices were stored for 60 min in an artificial cerebral spinal fluid (aCSF) (124 mM NaCl, 4.5 mM KCl, 1 mM MgCl_2_, 26 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_, 10 mM glucose, and 2 mM CaCl_2_), saturated with 95% O_2_ and 5% CO_2_ at 30°C, and then kept at room temperature until recording. The recordings were performed at 30° to 32°C in a chamber that was perfused with oxygenated aCSF at a rate of 1 to 2 ml/min. Picrotoxin (100 μM) was added to the medium to block γ-aminobutyric acid type A receptors. fEPSPs were recorded with micropipettes filled with 1 M NaCl using a Multiclamp 700B amplifier and Clampex software (Molecular Devices). Signals were low-pass–filtered at 2 kHz and digitized at 50 kHz. Tungsten stereotrodes (~1 megohm) were used to stimulate the Schaffer collaterals in the hippocampus CA1 region. Stimulation parameters were adjusted using a constant current isolated stimulator (Digitimer). Using the stimulation strength that produced 50% of the maximum intensity, a stable baseline was recorded for 10 min stimulating at 0.05 Hz. LTP was induced by applying 10 200-Hz trains of 100-ms duration every 5 s (*77*, *78*). Changes in the slope of the response (millivolts per millisecond) fEPSPs were recorded for 60 min after induction monitoring at 0.05 Hz. Data were expressed as a percentage of change with respect to the average baseline.

### Quantification and statistical analyses

Statistical analyses were performed using GraphPad Prism 8 (GraphPad Software). Multiple group analyses were performed by one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test for normally distributed datasets. Plaque distribution analyses were performed by two-way ANOVA followed by Tukey’s post hoc test. The correlation between Aβ40 and Aβ42 levels was analyzed with Pearson’s correlation test. Electrophysiology data were analyzed using one-way ANOVA and Dunnett’s multiple comparisons test. Data were presented as means ± SEM. Sample sizes and statistical analyses for each experiment are indicated in figure legends.

How the deposited data were processed for this re-analysis (not part of the article)

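Brain cells of 2 Abi3-/- and 2 Abi3+/+ male mice, all 5XFAD and aged 9 months, were profiled with a targeted panel of immune genes, with 1 library per mouse. The authors processed the reads with the BD Rhapsody Targeted Analysis Pipeline at its default settings and deposited whole read counts per gene and cell after distribution-based error correction. The version of the pipeline and its reference are not named in the paper's text. The deposited counts are reads and not molecules, so reads of a cell are not independent of each other, and all intervals cover counting error alone. The authors' cell filter and log-normalization were not part of the deposited counts. Table S6, a supplement, was read for the shares of cells with a read in clusters 0 to 9, and its later sheets were incomplete and not analysed here. The paper's data other than the single cells were not analysed here.

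Cells with fewer than 40 genes with a read or more than 59300 reads were left out, which kept 13820 of 21172 cells. The kept reads were 61058416 and 102612276 in the Abi3-/- mice and 82557555 and 78817636 in the Abi3+/+ mice. No doublet caller was used beyond the upper read limit. As an alternative, Scrublet (scanpy 1.11.5) was run per library and marked 19.1% and 30.0% of the cells of the Abi3-/- mice and 25.4% and 49.0% of those of the Abi3+/+ mice, which is too many to serve as a main setting. To compare depths, each cell was thinned to 11743 reads, and 89, 538, 380 and 169 cells of the Abi3-/- mice 1 and 2 and the Abi3+/+ mice 1 and 2 were too shallow for it.

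Clustering used Seurat 5.3.0 in R 4.3.3, with log-normalization to 10000 reads, all 397 genes, the first 10 principal components and Louvain clustering at resolution 0.8. Rebuilt clusters were matched to the paper's clusters 0 to 9 one to one, by the smallest total of mean absolute differences in the shares of cells with a read that Table S6 lists. Under another setting, a cluster was matched to the rebuilt cluster with which it shared most cells by the Jaccard index. Clusters were named from marker genes, and the rule that kept the MHC class II cluster out of the microglia was set after seeing it. That cluster made up 7.07% and 0.533% of the cells of the Abi3-/- mice and 1.26% and 0.343% of those of the Abi3+/+ mice.

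Shares of cells were tested with edgeR 4.0.16 (quasi-likelihood test, no abundance trend) on the number of cells per cluster and mouse. Genes were tested with the same tool on reads summed per mouse, after its default filter on low counts and TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were taken from the fold change and the test's F value. DESeq2 1.42.0 and limma 3.58.1 were alternatives. Scores were compared between genotypes by exact permutation tests over mice. Exact sign-flip tests of differences between clusters were also planned and run, and their p are not given, because the genes compared were used to form the clusters. The immediate early score was the mean of Jun, Junb, Fosb and Egr1. The gene test was tested on simulated data with 200 of 321 genes changed 4-fold. At a dispersion of 0.01 it called 100% of them and 2 unchanged genes, and at the observed common dispersion of 0.654 it called 0%. The share test was tested on 100 simulated tables of 18 clusters with 4 changed 4-fold. At a dispersion of 0.01 it called 99.8% of the changed clusters, with 17 calls of unchanged clusters, and at the observed dispersion of 0.325 it called 13.2%, with 5 such calls.

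Tests, the mapping of samples, marker genes and most alternatives were set before the data were examined. Resolutions 0.2, 0.3, 0.5 and 0.6, the limit of more than 40 genes, the removal of the 5% of cells with the highest doublet scores, and the clusterings without 6 immediate early genes, without Qpct and Lat2, or without genes at an unadjusted p under 0.05 were added after seeing the data. DESeq2 with a local dispersion fit and limma with a mean-variance trend were first run in place of the defaults and were kept as added alternatives. The genes named in the text are the panel genes that the paper names for its single-cell data or as changed elsewhere. The rule also took up to 10 genes past the adjusted threshold in microglia with the genotypes apart, of which there were 0. Qpct, Lat2, Fosb and the genes named only in the closing section were chosen after their values were seen. Gene positions are from GENCODE vM39 on GRCm39. Replicate libraries of a genotype were compared to find any library deposited under both names, and they differed by far more than sampling noise.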

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

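All tests in this part were chosen after the result was seen.

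Qpct, which the paper's text does not discuss although Table S6 lists it, had reads in 48.6% of the microglia of Abi3-/- mouse 2 (95% exact binomial interval 47.1 to 50.2%, 4196 cells), above the level in the Abi3+/+ mice. The shares were 1.84% and 1.70% in the Abi3+/+ mice and 2.34% in Abi3-/- mouse 1. A difference of at least 25 percentage points from the highest Abi3+/+ mouse brought it up for review, and this limit was set after seeing the data. The value of Abi3-/- mouse 1 argues against the loss of Abi3 alone as the cause, since both mice lack the gene by their labels. RNA from other cells in the suspension would reach all cell types alike, but 1.19% of the neutrophils of Abi3-/- mouse 2 had a Qpct read (84 cells, median 26829 reads per cell, against 19910.5 in its microglia). Depth does not account for it, since after thinning every cell to an equal number of reads the share in this mouse was 51.0%. An exchange of the Qpct and Lat2 values is also argued against. The T cells of this mouse had Qpct reads in 38.9% of cells, within the 35.6% to 45.7% of the other mice, while Lat2 had reads in 4.11% to 5.15% of the T cells of the other mice. The Qpct reads were thus additional in the microglia of 1 mouse, with a median of 52 reads per cell with a read against 48 to 70 in the others. A variant at Qpct carried by this mouse may be the source, and so may a difference in its library or in its cells. None of these was tested, since sequence reads were not analysed here, and with 1 library per mouse a library effect and a mouse effect cannot be told apart.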

How the results depend on the processing

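In this part, resolutions 0.2, 0.3, 0.5 and 0.6, the limit of more than 40 genes, the 5% doublet limit, the clusterings without 6 immediate early genes, without Qpct and Lat2 or without genes at an unadjusted p under 0.05, the microglia with the MHC class II cluster, DESeq2 with a local fit and limma with a trend were chosen after seeing the data.

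The share of the rebuilt cluster 0 was lower in Abi3-/- under each alternative, with log2 fold changes from -3.18 to -0.23 and edgeR or limma adjusted p from 0.0134 to 0.915. It was higher, at 0.29, in 1 of 20 clusterings made after seeing the data with a random pair of genes left out. For the rebuilt cluster 1 the fold changes ran from -0.74 to 3.88 and the adjusted p from 0.0128 to 0.990. It changed sign without a cell filter (-0.74) and with genes at an unadjusted p under 0.05 left out of the clustering (-0.012), and it was near 0 with 40 total reads as the lower limit (0.043), without Qpct and Lat2 (0.066) and with CCA integration (0.066). The clusters matched under these settings shared few cells with the rebuilt cluster 1 (Jaccard index 0.214 to 0.255), and the cause was not tested. At resolution 0.3, both passed the threshold, with -2.26 and 1.97 (adjusted p = 0.0494, edgeR). Scaling each gene within each library gave -0.51 and 0.17. Integration and such scaling remove differences between libraries whether they come from genotype or not.

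The clusters whose share passed the threshold numbered 0 at resolution 0.8 with edgeR, 3 at resolution 1.2, 2 at resolution 0.3, 1 at resolution 0.6, 1 without the 5% of cells with the highest doublet scores, and 0 under the other clusterings. With each mouse left out in turn, the count ran from 0 to 3, the fold change of cluster 0 from -2.57 to -1.52 and that of cluster 1 from 1.56 to 2.76. Without Abi3-/- mouse 1 the count was 3, and cluster 1 passed (2.76, adjusted p = 0.0240, edgeR). Without Abi3-/- mouse 2 the count was 2. In these fits the lone mouse of a genotype is assumed to vary like the others.

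With the replicate number as a block, the fold changes were -2.05 and 2.17 (adjusted p = 0.0134 and 0.0128, edgeR) and 7 clusters passed. The deviations of same-numbered mice had a correlation of 0.298 across genes, from 2 pairs, and neither the labels nor the paper pair the mice, so the numbers are taken to be numbers only. The blocked gene tests called 0 genes in the microglia and in both clusters.

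Of the genes tested in microglia, edgeR called 0, DESeq2 10 and DESeq2 with a local dispersion fit 37. Leaving out 1 mouse gave 0 to 1 genes, and the 1 gene was Qpct, without Abi3-/- mouse 1. In the rebuilt cluster 0 edgeR called 0, DESeq2 5 and its local fit 14, and leaving out 1 mouse gave 0 each time. In the rebuilt cluster 1 edgeR called 0, DESeq2 3 and its local fit 10. Leaving out 1 mouse there gave 0 to 12 genes: 2 without Abi3-/- mouse 1, 12 without Abi3+/+ mouse 1 and 4 without Abi3+/+ mouse 2. limma, with and without a trend, called 0 in each, with 26, 19 and 26 genes at an unadjusted p under 0.05 without the trend. With the same common dispersion for all genes, edgeR called 0% of the simulated changes, which does not describe genes of low spread. Its counts of 0 do not show that no gene changed.

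The DAM score of cluster 1 exceeded that of cluster 0 under all 25 alternatives, by 0.155 to 1.47 in mean log-normalized expression, and by 0.904 to 1.02 with a mouse left out. The DAM score of microglia was higher in Abi3-/- under all 9 alternatives, by 0.245 to 0.518 in mean log-normalized expression and 0.22 on the log2 scale of summed reads. Clusters 3 and 5 kept their higher Apoe, Cst7 and Itgax under the 4 alternatives run, by 2.63 to 2.77 with thinned cells and at resolutions 0.4 and 1.2, and by 54.3 percentage points in the share of cells with a read. Other clusterings were not run for this result. The genes of both comparisons between clusters were used to form the clusters. With cells called doublets by Scrublet left out, 0% of cells outside the T and B cell clusters had Cd8a or Iglc3 reads. The cells kept ran from 13658 to 19494 under the other limits.

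The planned clustering without genes past an adjusted p of 0.05 in microglia was not run, since edgeR called no such gene (26 at an unadjusted p under 0.05, 10 by DESeq2).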

Differences from the paper's values

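The comparisons with resolutions 0.2, 0.3, 0.5 and 0.6, more than 40 genes, other gene sets and the local DESeq2 fit were chosen after seeing the values. Rebuilt clusters need not hold the same cells as the paper's. The denominator is all kept cells of a mouse here, and the paper gives percentages of cells per genotype.

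For cluster 0 in Abi3+/+, the paper's value is 38.34% and the rebuilt value was 17.8%. Of the alternatives set before the data were examined, resolution 0.4 (53.6%), 20 principal components (45.3%), 40 total reads (25.7%) and thinned cells (27.6%) came within the limits for a match, and the others, including each mouse left out, did not. Chosen after seeing the values, resolution 0.5 (39.8%), resolution 0.3 (57.1%), more than 40 genes (27.0%) and the clustering without genes at an unadjusted p under 0.05 (26.3%) also did.

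For cluster 0 in Abi3-/-, the paper's value is 8.47% and the rebuilt value was 4.05%. Resolution 0.4 (8.22%), 20 principal components (5.72%), no cell filter (6.39%) and 40 total reads (11.1%), all set before the data were examined, came within the limits, and the others so set did not. Chosen after seeing the values, resolution 0.5 (7.74%), resolution 0.3 (12.0%) and the clustering without genes at an unadjusted p under 0.05 (11.9%) did.

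For cluster 1 in Abi3+/+, the paper's value is 7.52% and the rebuilt value was 4.21%. Resolution 0.4 (7.80%), 40 total reads (7.23%), scaling within each library (10.5%) and the median reads as scale factor (5.65%), set before the data were examined, came within the limits, and the others so set did not. Chosen after seeing the values, resolution 0.6 (8.08%), resolution 0.3 (11.1%), more than 40 genes (5.55%), and the clusterings without the immediate early genes (5.27%), without Qpct and Lat2 (8.53%) and without genes at an unadjusted p under 0.05 (9.38%) did.

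For cluster 1 in Abi3-/-, the paper's value is 37.47% and the rebuilt value was 20.5%. Resolution 0.4 (27.3%), 20 principal components (25.9%), the median reads as scale factor (27.8%) and the value without Abi3-/- mouse 1 (28.6%), set before the data were examined, came within the limits, and the others so set did not. Chosen after seeing the values, resolution 0.6 (38.6%), resolution 0.3 (43.2%), resolution 0.2 (49.5%) and more than 40 genes (26.8%) did.

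The paper reports both shifts as significant by an analysis of variance with Sidak's comparisons, with percentages shown as means and SEM. Its legend does not name the unit of that test. By edgeR's test over mice, the adjusted p was 0.0660 for both. By this test 0 of 18 clusters passed (8 at an unadjusted p under 0.05, 0 by limma on log2 shares). Both clusters passed at resolution 0.3, which was chosen after seeing the values (adjusted p = 0.0494), and with the replicate number as a block (adjusted p = 0.0134 and 0.0128), which was set before the data were examined. Cluster 1 passed without Abi3-/- mouse 1 (adjusted p = 0.0240).

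Table S6 gives 18 genes past an adjusted p of 0.05 in cluster 0 and 14 in cluster 1, by a test over cells. With mice as the unit, edgeR called 0 in each, with 16 and 9 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, only the fit of cluster 1 without Abi3+/+ mouse 1 came within 1.5 times the paper's count. Of the paper's genes, its calls included Fosb, Fscn1, Junb and Lipa. That fit has Abi3+/+ mouse 2 as its only control. In cluster 1, Junb had reads in 66.9% of the cells of Abi3+/+ mouse 2 and 94.7% of those of Abi3+/+ mouse 1. For Lipa these shares were 4.72% and 14.2%, and for Fosb 62.2% and 61.5%. The calls may thus reflect a difference between the control mice. DESeq2 called 5 genes in cluster 0, Fosb and Pdcd1 among the paper's, and 3 in cluster 1, 0 of them among the paper's. Without Abi3-/- mouse 1 (2 genes) and without Abi3+/+ mouse 2 (4 genes), the calls in cluster 1 included Qpct and Lat2. DESeq2 with a local fit, added after seeing the values, called 14 genes in cluster 0, of which Adgre1, Fosb, Gapdh, Pdcd1, S100a10 and Tnfsf13b are among the paper's, and 10 in cluster 1, with Fosb and Havcr2 among the paper's.

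The paper names cluster 0 as the major population in Abi3+/+ mice and cluster 1 as that in Abi3-/- mice. At resolution 0.8, the mean share was highest in Abi3+/+ for the rebuilt cluster 4 (19.0%), and in Abi3-/- for a microglia-like cluster matched to none of the paper's (21.9%). At resolution 0.4, set before the data were examined, the cluster matched to cluster 0 held 55.8% and 51.4% of the cells of the Abi3+/+ mice, and was thus the largest in both. The one matched to cluster 1 held 17.1% and 37.5% of the cells of the Abi3-/- mice, which lay far apart. At resolution 0.3, chosen after seeing the values, the cluster matched to cluster 0 held 60.0% and 54.2% of the cells of the Abi3+/+ mice. The one matched to cluster 1 then held 39.6% and 46.7% of the cells of the Abi3-/- mice. The paper calls cluster 8 macrophages, while the cluster matched to it had 10 of the microglia markers in most of its cells. The paper's legend gives Cd8a and Iglc3 in their own clusters only. Here 6 cells outside the T cell cluster and 8 outside the B cell cluster had reads, or 0.0445% and 0.0581%.

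The paper's cell counts of 6799 and 6970 lie within 1.5 times the 6820 and 7000 found here. A limit of more than 40 genes, chosen after seeing the values, gave 6799 and 6970. The paper gives 14 clusters, though its text and legends number them from 0 to 14, and 18 were found here. At 15 clusters, resolutions 0.5 and 0.6 and the clustering without genes at an unadjusted p under 0.05 came nearest, and these were chosen after seeing the values.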

Other observations

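The tests of Lat2 and of the MHC class II cells in this part, the random pairs of genes and the distances between splits of the mice were chosen after the result was seen, as were the genes left out of the clustering and the linked genes named.

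Immediate early genes, which can rise while brain tissue is taken apart, were on average lower in the microglia of both Abi3-/- mice. The mean of Jun, Junb, Fosb and Egr1 was 2.33 and 2.60 in Abi3-/- and 3.16 and 2.82 in Abi3+/+ mice (exact permutation test, p = 0.333, the smallest possible). In the share of microglia with a read, Jun, Fosb and Egr1 were lower in both Abi3-/- mice. Junb was not, with 73.2% and 71.5% in Abi3-/- and 77.4% and 46.7% in Abi3+/+ mice. Immediate early genes also lead the rebuilt clusters 0 and 4. If they caused the shift of cells between clusters, it should shrink when they are left out. Without 6 immediate early genes, the log2 fold change of cluster 0 was -3.15, which argues against these genes as the whole cause of the lower share of cluster 0. For cluster 1 it was 2.15, but the matched cluster shared few cells with the rebuilt one (Jaccard index 0.315, and 0.376 for cluster 0). Among the random pairs of genes left out, those that held Junb, 1 of the 6, gave 0.34 and 0.59 for cluster 1, but pairs without any of the 6 also gave low values, 0.38 for Cx3cr1 with Mapk8 and 0.79 for Btg1 with Cst7. The part of these genes in the shift towards cluster 1 is therefore left open.

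Qpct and Lat2 of Abi3-/- mouse 2 may contribute to the shift towards cluster 1, for which Qpct was the gene with the highest fold. Without both genes in the clustering, the log2 fold change of the cluster matched to cluster 1 was 0.066, against 2.29 with them. Leaving out 20 random pairs of panel genes instead gave 0.34 to 2.92, and 2 of the 20 pairs brought it under 25% of its size. For cluster 0 the random pairs gave -2.98 to 0.29. The effect of the pair and the instability of the clustering therefore cannot be told apart. Which Abi3-/- mouse had more cells in the cluster matched to cluster 1 also changed with the setting. With a limit of more than 40 genes, mouse 1 had 31.3% and mouse 2 22.2%, against 6.41% and 4.70% in the Abi3+/+ mice. With thinned cells, mouse 1 had 6.09% and mouse 2 30.5%, against 2.31% and 2.08%. Mouse 1, with few Qpct reads in its microglia, was thus above both Abi3+/+ mice under both settings. The share of cells that would have to change cluster to make the genotypes alike needs no matching of clusters. It was 47.6% with all genes, 32.8% without Qpct and Lat2, and 34.9% to 49.7% without the random pairs, so the removal of Qpct and Lat2 gave a lower value than any of the 20 pairs. With all genes, the other splits of the 4 mice into pairs gave 28.6% and 24.4%. With CCA integration the genotypes differed by 9.27%, and the split by number by 11.7%.

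Lat2 in Abi3-/- mouse 2 had a median of 2 reads per microglial cell with a read, against 62 in Abi3-/- mouse 1 and 65 and 89 in the Abi3+/+ mice. The 62 in the other Abi3-/- mouse argues against the loss of Abi3 as the cause. RNA from other cells would give T cells the share of microglia, but in this mouse 6.94% of T cells and 48.6% of microglia had a Lat2 read. Lower sequencing depth would reduce other genes alike. Over 179 other genes the median ratio of reads per cell with a read, this mouse over the mean of the others, was 0.812, with a lowest ratio of 0.413, against 0.0278 for Lat2. A variant under a primer of the panel could give few reads per cell, and it was not tested, since sequence reads were not analysed here. Qpct and Lat2 had reads in the same cell about as often as chance gives in this mouse (1032 cells, 993 expected).

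The MHC class II cluster made up 7.07% of the cells of Abi3-/- mouse 1, 1.26% and 0.343% of those of the Abi3+/+ mice, and 0.533% of those of Abi3-/- mouse 2. The last value lies between the Abi3+/+ mice, which argues against the loss of Abi3 alone as the cause. Which technical difference or difference between animals set mouse 1 apart was not tested.

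Genes that stay linked to a deleted locus can carry another strain's alleles and differ between genotypes. Panel genes within 20 Mb of Abi3 on chromosome 11 (16 genes tested in microglia) had a median absolute log2 fold change of 0.22, at percentile 7.15 of 10000 random sets of as many panel genes, whose median was 0.38. This argues against a change shared by the panel genes of the region. It does not exclude single linked genes: 2 of the 16 had an unadjusted edgeR p under 0.05, Ccl5 (log2 fold change 1.16, standard error 0.37) and Tbx21, the latter with reads in at most 0.0678% of the microglia of a mouse. DESeq2 with a local fit called both. Itgae, also on chromosome 11 and just outside the region, was called by DESeq2 (log2 fold change -1.95). Whether linked alleles change these genes was not tested.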
